# Identification of the microglia-associated signature in experimental autoimmune encephalomyelitis

**DOI:** 10.3389/fimmu.2025.1581878

**Published:** 2025-06-05

**Authors:** Yan Wu, Jianhong Wang, Bo Chen, Yuxue Guo, Ping Gan, Yanbing Han

**Keywords:** RNA sequencing, microglia, multiple sclerosis (MS), experimental autoimmune encephalomyelitis (EAE), machine learning (ML)

## Abstract

**Background:**

Multiple sclerosis (MS) is a chronic neuroinflammatory disorder characterized by demyelination and immune dysregulation, and microglia play a central role in disease progression. Despite this, the specific microglial gene signatures contributing to MS remain inadequately characterized.

**Methods:**

We utilized an experimental autoimmune encephalomyelitis (EAE) mouse model and performed RNA sequencing to identify differentially expressed Messenger RNAs (DEmRNAs), Long Non-Coding RNAs (DElncRNAs), Circular RNAs (DEcircRNAs), and microRNAs (DEmiRNAs) in microglia. A machine learning approach incorporating five distinct algorithms was applied to select a robust multigene signature. The biological functions of the included genes were assessed through Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses and validated by quantitative reverse transcription PCR (qRT-PCR). Additionally, molecular docking studies were conducted to explore potential interactions with approved MS therapeutics.

**Results:**

Six DEmRNAs were identified as key microglia-associated biomarkers: Neutrophilic Granule Protein (*NGP*), Histone Cluster 1 H2B Family Member J (*HIST1H2BJ*), Phenazine Biosynthesis-Like Domain-Containing Protein 1 (*PBLD1*), Muscleblind-Like Protein 3 (*MBNL3*), Lymphocyte Antigen 180 (*CD180*), and Coagulation Factor X (F10). All six genes were found to be upregulated in EAE microglia compared to phosphate-buffered saline (PBS) treated mice. These genes are primarily involved in immune-related pathways, including Toll-like receptor (TLR) signaling, and interact with MS therapeutics such as teriflunomide. Among the identified DEcircRNAs, circGAS2 (*mmu-circ-0001569*) was significantly upregulated, suggesting its potential regulatory role in microglial function. The expression trends of these biomarkers were validated via quantitative reverse transcription PCR (qRT-PCR) and Western blot analysis.

**Conclusions:**

This study provides a comprehensive microglial gene signature for EAE, highlighting the involvement of TLR pathways and circRNA-mediated regulation in MS pathogenesis. These findings provide a foundation for future research into microglia-targeted therapies and diagnostic tools for MS.

## Introduction

Multiple sclerosis (MS) is a chronic neuroinflammatory disease characterized by demyelination and neuronal damage that results in significant neurological disability (1). Microglia, the resident immune cells of the central nervous system (CNS), are central to MS pathology, as they contribute to both neuroinflammation and repair processes (2, 3). Emerging evidence highlights the complexity of microglial activation states, which are shaped by interactions with infiltrating immune cells and the local microenvironment (4–7).

Experimental autoimmune encephalomyelitis (EAE), the gold-standard preclinical model for studying immune-mediated neuroinflammation in MS (6), was selected for its unique ability to recapitulate adaptive immune-driven demyelination and microglial-immune crosstalk, features absent in toxin-induced models (e.g., cuprizone) (7). In this model, microglia transition through three critical phases. During the early induction phase (days 0–12 post-immunization), microglia initiate immune surveillance via proliferation and mitochondrial oxidative stress, priming the CNS for inflammation (8, 9). The acute inflammatory phase (peak stage, days 12–20) features peak demyelination driven by reactive oxygen species (ROS) bursts and M1-polarized (classically activated) microglial polarization, with CX3CR1-CX3CL1 axis-mediated leukocyte infiltration (10, 11). However, the chronic phase (days 20+) most closely models progressive MS, as microglia exhibit dynamic phenotype switching: TREM2/APOE-mediated lipid clearance and P2Y12R-PI3K/Akt signaling promote repair, while P2X7R-NLRP3 inflammasome activation perpetuates tumor necrosis factor-α (TNF-α) and interleukin-1β (IL-1β)/IL-18 secretion and chronic inflammation (5, 11–13).

At the transcriptomic level, RNA sequencing studies have uncovered profound heterogeneity in microglial activation states across MS lesions. In chronic active MS lesions, microglia adopt distinct transcriptional profiles, including lipid-phagocytic and iron-retentive subsets, marked by upregulated *TREM2, APOE*, and Complement C1q (*C1Q*) genes, which drive lipid metabolism, complement activation, and interferon responses (6, 8). In normal-appearing white matter, microglia exhibit pre-lesional activation, with upregulated glycolysis and iron homeostasis genes in gray matter and lipid metabolism genes in white matter, mirroring lesion-specific pathology (1, 14). Integration of transcriptomic data from the Gene Expression Omnibus (GEO) highlights immune-related pathways (e.g., JAK-STAT, PI3K-Akt) (15, 16) and identifies hub genes including *IL17A, STAT3* and *CXCR4* as critical regulators of neuroinflammation and remyelination failure (15, 17, 18). These findings underscore the dynamic transcriptional landscape of microglia in MS, offering potential biomarkers and therapeutic targets.

Emerging evidence highlights the pivotal role of non-coding RNAs (ncRNAs) in modulating immune crosstalk during EAE. Circular RNAs (circRNAs), such as circ_0000518 act as miRNA sponges to exacerbates M1 polarization of microglia/macrophages via the FUS/CaMKKβ/AMPK pathway (19). Similarly, long non-coding RNAs (lncRNAs), such as *NEAT1*, *KCNQ1OT1*, and miRNAs orchestrate adaptive immune responses by targeting key pathways (20). Furthermore, epitranscriptomic modifications, such as APOBEC/ADAR-mediated RNA editing, are significantly reduced during EAE progression, impairing microglial anti-inflammatory responses and worsening axonal damage (21). These ncRNA networks not only drive pathogenic immune cell polarization but also offer therapeutic avenues, as demonstrated by EphB3 inhibitors suppressing astrocyte-microglia interactions and ameliorating EAE (22). Collectively, RNA crosstalk represents a critical layer of regulation in autoimmune encephalomyelitis, linking genetic susceptibility to inflammatory neurodegeneration.

In this study, we employed RNA sequencing and machine learning (ML) approaches to identify microglial gene signatures and explore the differential expression of non-coding RNA, including circRNAs and lncRNAs, in the peak stage of EAE. Through differential expression analysis, functional enrichment, and molecular docking studies, we sought to uncover potential biomarkers and regulatory pathways relevant to MS. Additionally, we validated the expression of key biomarkers via both quantitative real-time PCR (qRT–PCR) and Western blot analysis, and explored their interactions with existing MS therapies. Our findings provide a foundation for future research into the molecular mechanisms of microglia in MS and their therapeutic targeting.

## Materials and methods

### Animals and disease modeling

Female C57BL/6 mice (n = 16, 8 weeks old, 20 ± 2 g) were housed under standard conditions, and mouse experiments were conducted with ethical approval from the Kunming Medical University Ethics Committee, adhering to Animal Research: Reporting of *In Vivo* Experiments (ARRIVE) guidelines. The mice were divided into phosphate-buffered saline (PBS) treated mice and EAE groups (n = 8 per group). EAE was induced via subcutaneous immunization with an antigen emulsion containing 1 mg of Myelin Oligodendrocyte Glycoprotein amino acids 35–55 (MOG35-55) peptide (Sigma-Aldrich) dissolved in 0.5 mL PBS and emulsified 1:3 (v/v) with complete Freund’s adjuvant (CFA, Sigma-Aldrich) using two glass syringes connected by a three-way stopcock for 2 hours. Each mouse received four subcutaneous injections (0.1 mL/site) at the inguinal region and three dorsal sites. Pertussis toxin (PTx, 200 ng per dose; Sigma-Aldrich) was administered intraperitoneally on days 0, 2, and 7 post-immunization to amplify neuroinflammation. Control mice received PBS injections following the same protocol. Disease progression was monitored daily using a clinical scoring system (0: no symptoms; 5: moribund state), and brain tissues were harvested at peak disease severity (14 days post-induction, EAE clinical scoring 3–4).

### Isolation of microglia

Microglia (CD11b+/CD45int) were isolated from brain tissues using a 30%/70% Percoll density gradient (800×g, 25 min, brake off) to enrich viable cells while minimizing myelin debris. After centrifugation, single-cell suspensions were stained with FITC-conjugated anti-CD11b antibody (clone M1/70, 1:200 dilution, Abcam Cat# ab24874) and PE-conjugated anti-CD45 antibody (clone EM-05, 1:100 dilution, Abcam Cat# ab269346) for 30 minutes at 4°C in the dark, followed by fluorescence-activated cell sorting (FACS) on a Beckman Coulter Moflo Astrios EQs (100 μm nozzle, 25 psi). The gating strategy (illustrated **Supplementary Figure S1**) excluded debris (FSC-A/SSC-A plot), dead cells (propidium iodide-negative, >95.81% viability), and non-microglial populations, retaining CD11b+/CD45int microglia (6.69% of total live cells). Post-sort reanalysis confirmed >99% purity (CD11b+/CD45int re-gating) and high sample integrity (RNA quality number >8.5, Agilent Bioanalyzer).

### RNA sequencing and analysis

After establishing the animal model, we used bioinformatics approaches to identify hub genes and investigate the microglia-EAE relationship. Flowchart of the study was illustrated in **Figure 1**. RNA sequencing (RNA-seq) was performed on 16 microglia samples (8 EAE and 8 controls). Stranded RNA-seq libraries were sequenced on the Illumina NovaSeq 6000 platform using a 150 bp paired-end (PE150) configuration, generating 70–80 million raw reads per sample. Raw data were processed through stringent quality control: (1) removal of low-quality reads (reads with >50% bases having Phred score <20), (2) trimming of adapter sequences, (3) elimination of reads containing >5% ambiguous ‘N’ bases, and (4) filtering of host genome-derived contaminants by alignment to GRCm38. After filtering, clean data with Q30 ≥90% were retained for downstream analysis. Data processing included demultiplexing (bcl2fastq), alignment (HISAT2), and differential expression analysis (DESeq2). The resulting RNA-seq data were deposited in the GEO database for further accessibility (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE253318.

**Figure 1:**
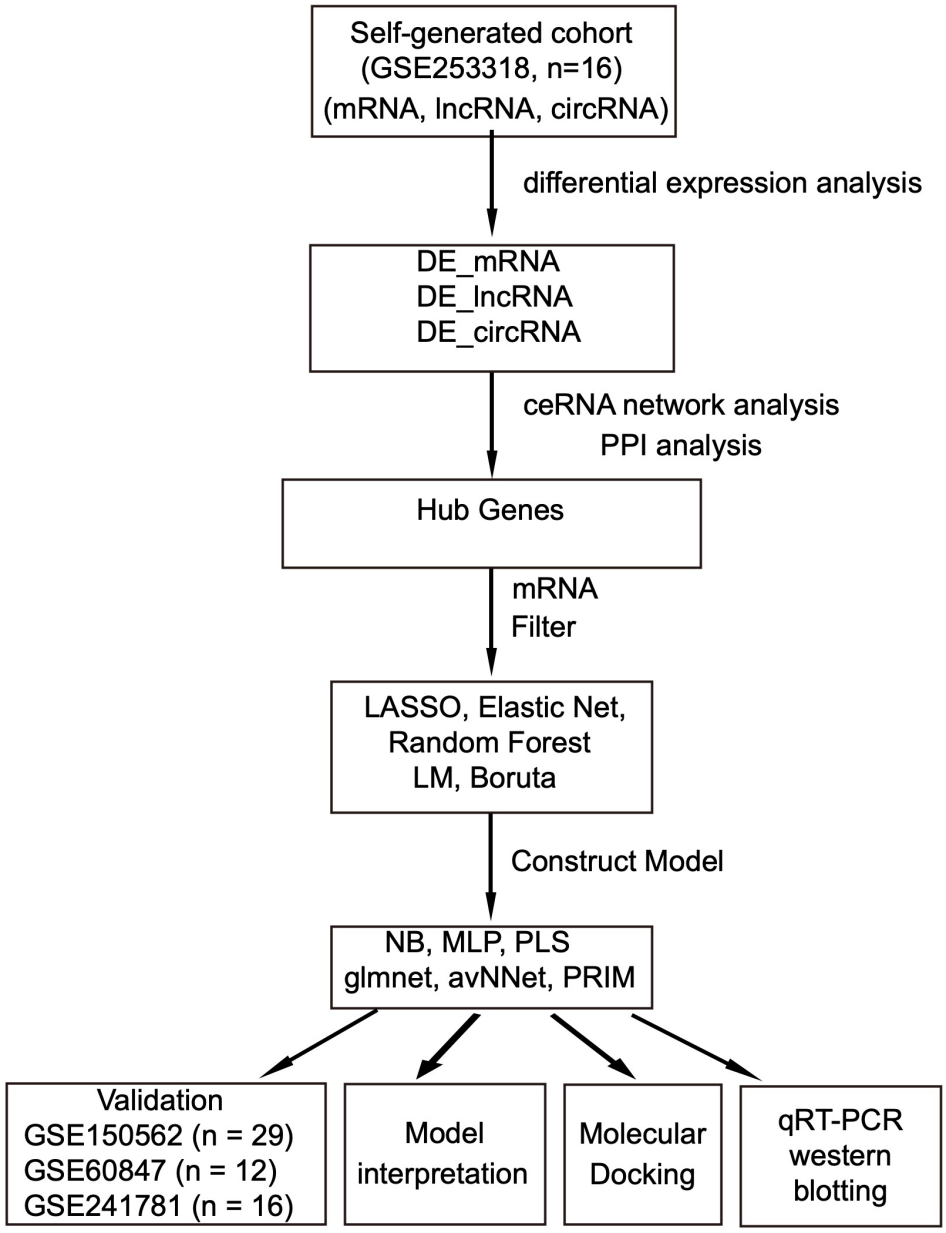
Flowchart of the research process. Data sources: self-generated RNA-seq, EAE mice brain tissue (GSE253318) and public microarray datasets: EAE mice spinal cord-GSE150562; EAE mice spinal cord-GSE60847; EAE & cuprizone mice brain-GSE241781. DE, differential expression; LASSO, least absolute shrinkage and selection operator; NB, naive Bayes; MLP, multilayer perceptron; avNNet, model-averaged neural network; PLS, partial least squares; PRIM, patient rule induction method; PPI, protein–protein interaction.

### Identification of differentially expressed mRNAs, lncRNAs and circRNAs in the microglia of EAE mice

To explore the potential mechanisms and biological significance of differentially expressed genes (DEGs) in EAE mice, we first used the edgeR package (23) to analyze the DEmRNAs, DElncRNAs and DEcircRNAs as illustrated in the study flowchart (**Supplementary Figure S2**). Differentially expressed circRNAs (DEcircRNAs), lncRNAs (DElncRNAs), microRNAs (DEmiRNAs), and mRNAs (DEmRNAs) were identified using a unified threshold of False Discovery Rate (FDR) < 0.05 and |log2FoldChange| > 1. Genes meeting these criteria were defined as significantly upregulated or downregulated.

The ggplot2 package (version 3.4.2) was used to visualize the results by constructing heatmaps, and the pheatmap package (version 1.0.12) was used to generate volcano plots. The expression levels of mRNAs and lncRNAs in each sample are presented as fragments per kilobase of transcript per million mapped reads (FPKM) values and the quantity of circRNAs in each sample is presented as reads per billion mapped reads (RPB) values as detailed in **Supplementary Tables S1**-**S3**.

### Construction of competing endogenous RNA networks

The predicted interactions between the screened DElncRNAs and miRNAs, DEcircRNAs and miRNAs, and miRNAs and DEmRNAs were predicted using the miRcode database (http://www.mircode.org/), the miRanda database (http://mirtoolsgallery.tech/mirtoolsgallery/node/1055) and the miRwalk database (24) (http://mirwalk.umm.uni-heidelberg.de/), respectively. These regulatory relationships were further validated using TargetScan, miRDB (25) and miRTarBase (26). Only interactions predicted by multiple databases were included. The combined miRNA-DElncRNA, miRNA-DEcircRNA and miRNA-DEmRNA interactions were used to construct the ceRNA network. The network diagram was generated using the ggplot2 package and Cytoscape.

To analyze posttranscriptional relationships between key genes and miRNAs, we identified miRNAs associated with the key genes through the miRNet database (27). An mRNA–miRNA regulatory network was then constructed and visualized with Cytoscape.

### Functional and pathway enrichment analysis of the DEGs

To investigate the functions and pathways enriched in the DEGs, we performed Gene Ontology (GO) analysis covering all three categories, including biological process (BP), molecular function (MF), and cellular component (CC), as well as Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses using the clusterProfiler R package (version 4.8.3) (28). The background gene set included all protein-coding genes annotated in the mouse genome (Ensembl GRCm38). Enrichment significance was adjusted for multiple testing using the Benjamini-Hochberg method (FDR < 0.05), while DEGs were identified with FDR-corrected q-values provided by OE Biotech Co., Ltd.

### Protein–protein interaction network analysis of the DEGs

We investigated the interactions between the DEmRNAs involved in the ceRNA network and a variety of factors, including transcription factors (TFs), miRNAs, small molecule drugs, and RNA binding proteins (RBPs). The PPI network of the DEGs was assembled utilizing the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (https://www.string-db.org/) (29). We subsequently exported the PPI data from the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database using the parameters 0.4, 0.7, and 0.9 followed by visualization using Cytoscape (30). Furthermore, by employing the CytoHubba plugin (31), we further identified the critical subnetwork and hub genes within the PPI network.

### Identification of the DEGs via machine learning

To identify consensus DEGs with high accuracy and stability, we integrated five ML algorithms, each contributing unique strengths to the analysis. Elastic Net (a linear regression method combining L1 and L2 regularization) and Least Absolute Shrinkage and Selection Operator (LASSO) regression (32) [implemented via the glmnet package (33)] were used for feature selection. Elastic Net addressed multicollinearity by balancing L1 and L2 penalties, while LASSO applied L1 regularization to eliminate redundant predictors (34). Random Forest (RF), an ensemble tree-based method, ranked gene importance through bootstrap aggregation and entropy reduction, capturing non-linear relationships between genes and EAE phenotypes (35). To improve feature selection robustness, the Boruta algorithm, a wrapper method based on RF, iteratively compared original gene features to permuted “shadow” features, retaining only genes consistently outperforming noise (36). Linear regression served as a baseline model to identify genes with linear associations to disease status.

Hyperparameter optimization used stratified fivefold cross-validation with grid search. The dataset was stratified into five class-balanced folds, iteratively training on four folds and validating on one. Elastic Net (α: 0.1–0.9; λ: 10^−4^–10²) and LASSO (λ: 10^−4^-10²) were tuned via glmnet (37). LASSO results were visualized through cross-validation error curves and coefficient trajectory plots. Random Forest optimized mtry (√p, p/3, p/2) and tree count (500–2000) (34), while Boruta used default settings (36). Linear regression served as a baseline. The process was repeated 10 times with random seeds to ensure stability, and consensus DEGs were derived from consistent feature rankings.

Genes consistently selected by all five algorithms were aggregated into a final multigene signature. This signature was used to train predictive models for EAE classification and outcome prediction.

### Public data collection and processing

We evaluated three EAE gene expression datasets from the GEO database (https://www.ncbi.nlm.nih.gov/geo/) (38): GSE150562 (n = 29) (39), comprising microarray datasets from 24 EAE mice and 5 PBS-treated mice; GSE60847 (n = 12) (40), including 6 EAE and 6 PBS-treated mice; and GSE241781 (n = 16) (41), with samples from 6 EAE mice, 6 cuprizone-fed MS model mice, and 4 PBS-treated mice. All datasets contained CD11b+ microglia transcriptomes. Raw data were retrieved using the GEOquery R package (v2.68.0) (42) and preprocessed through quality control (probe filtering), normalization (quantile/log2), and batch correction. Probes with > 20% missing values were removed. For the Affymetrix MoGene-2.0-ST arrays (GPL16570; GSE150562 and GSE241781), quantile normalization was applied, while the Illumina MouseWG-6 v2.0 beadchip (GPL17543; GSE60847) data underwent log2 transformation. Batch effects in GSE241781 were mitigated using the ComBat algorithm (R sva package). Processed datasets were retained for downstream analysis (metadata in **Supplementary Table S4**).

Gene sets were obtained from the Molecular Signatures Database (MSigDB; https://www.gsea-msigdb.org/gsea/msigdb/) (43). The c5.go.v2023.2.Hs.symbols.gmt file provided GO terms, and the c2.cp.kegg.v7.4.symbols.gmt file supplied KEGG pathway gene sets for subsequent functional enrichment analysis.

### Screening and verification of biomarkers distinguishing healthy mice and mice with EAE

The EAE response classification model was trained with the multigene signature using six ML algorithms: multilayer perceptron (MLP), naive Bayes (NB), partial least squares (PLS), linear regression (glmnet), a model-averaged neural network (avNNet), and a patient rule induction method (PRIM). This diverse selection of models ensures that both linear and nonlinear patterns in the data are effectively captured while maintaining a balance between predictive accuracy and interpretability. For each ML algorithm with parameters, we use fivefold cross-validation (CV) to adjust the hyperparameters to optimize the performance of the model. To ensure robustness, we repeated the optimization process 10 times using different random seeds for each individual resampling.

The classifier, comprising a multigene signature derived from the aforementioned algorithmic model, was analyzed using validation datasets. The algorithm demonstrating the best classification efficacy in the validation set was selected to construct the EAE predictive model.

### Shapley Additive exPlanations values and residual analysis

To evaluate the interpretability and stability of the ML models, we employed the DALEX (Descriptive mAchine Learning EXplanations) package (44, 45), leveraging SHAP values and residual analysis as complementary approaches. SHAP values were calculated to quantify the contribution of each DEmRNA to individual model predictions. SHAP values for each DEmRNA were aggregated to evaluate their collective impact on model prediction, prioritizing genes with consistent directional effects on predictions. Residuals, defined as the differences between predicted and observed values, were computed for each model to evaluate stability. The distributions of residuals were visualized using boxplots, and models with lower median absolute residuals were identified as more stable and robust. This dual approach provided valuable insights into both the reliability and interpretability of the ML models used in our study.

### Molecular docking of the 6 key DEGs

Owing to accessibility-related challenges in the collection of brain samples from MS patients, the EAE animal model is a critical tool in the exploration of pharmaceuticals for MS treatment. Six DEGs in microglia were further analyzed for potential interactions with MS medications. Drug-target information was retrieved from the DrugBank database, and Structure Data Format (SDF) files for the drugs were retrieved from PubChem (https://pubchem.ncbi.nlm.nih.gov/). Target protein structures (PDB files) corresponding to the six DEGs were acquired from the Protein Data Bank (PDB; https://www.rcsb.org/).

Molecular docking calculations were subsequently performed with AutoDock 4.2.6. The Q site, defined as a putative ligand-binding pocket near the catalytic domain of the target protein, was enclosed within a 60 × 60 × 60 Å grid box to define the docking search space. The Lamarckian genetic algorithm was applied with 50 iterations, and default parameters were used for van der Waals and electrostatic scaling. Binding affinities were evaluated by selecting the lowest energy conformation from the largest cluster of docking poses.

### qRT–PCR validation

RNA was extracted from 16 microglia samples (8 EAE and 8 controls) using TRIzol and assessed for concentration, purity, and integrity. cDNA synthesis was performed with the riboSCRIPT Starter Kit, followed by qRT-PCR using SYBR Green chemistry on an ABI 7500 system. The mouse primer sequences are shown in **Table 1**. The reactions were conducted in triplicate, and gene expression was analyzed using the 2-ΔΔCt method with GAPDH as the internal control. Statistical significance between EAE and control groups was determined using an unpaired Student’s t-test (data normality confirmed via Shapiro-Wilk test), with *p* < 0.05 considered significant.

**Table 1:** Primer sequences used in the study.

GENE Name	Accession No.	Primer Sequence (5’→3’)	Length(bp)	Company
β-actin(m)-F	NM_007393.5	CTGGAGAAGAGCTATGAG	141	Beijing Tsingke Biotech Co., Ltd.
β-actin(m)-R		GATGGAATTGAATGTAGTTTC		
NGP (m) -F	NM_008694.2	AACTAAGATATGAGGAGATT	124	Beijing Tsingke Biotech Co., Ltd.
NGP (m) -R		ATATTGGTAGCAGGATTC		
Hist1h2bj (m) -F	NM_178198.3	GTCTACAAGGTGCTGAAG	80	Beijing Tsingke Biotech Co., Ltd.
Hist1h2bj (m) -R		TTCACGAACGAGTTCATG		
CD180 (m) -F	NM_008533.2	ATGGATGACGAAGATATTAGT	75	Beijing Tsingke Biotech Co., Ltd.
CD180 (m) -R		CTGTAGGTTGATGCTCTC		
PBLD1 (m) -F	NM_001359529.1	TGAAGTTGAAGACTTGATA	77	Beijing Tsingke Biotech Co., Ltd.
PBLD1 (m) -R		TTCTGGTATCTGTAGAGTA		
F10 (m) -F	NM_001242368.1	TTATGAAGAGGTCCGTGAA	75	Beijing Tsingke Biotech Co., Ltd.
F10 (m) -R		TCGCCGTCTTTATATTTGG		
MBNL3 (m) -F	NM_001310515.1	CTGATAATTCTGTGACAATCTG	83	Beijing Tsingke Biotech Co., Ltd.
MBNL3 (m) -R		GGGAGGAGGATGAAAGTA		
m-mmu_circ_0001569_F1	mmu_circ_0001569 (CircBase)	CAACAAGCCTGCCAAGGTG	140	RIBOBIO
m-mmu_circ_0001569_R1		GGCAGCAAATTAGCTTCATGTCT	140	

### Western blot analysis

Total proteins were extracted from EAE microglia using RIPA lysis buffer and PMSF (Beyotime, Shanghai). Protein samples were separated via 10% polyacrylamide gel electrophoresis, transferred to PVDF membranes (Immobilon, Thermo Fisher), and blocked with 5% non-fat dry milk for one hour. Membranes were incubated overnight with primary antibodies at 4°C, followed by a one-hour incubation with secondary antibodies at room temperature. Membrane analysis was performed using the ChemiDoc XRS+ imaging system (Bio-Rad). Antibodies targeting NGP (ab232676, 1:1000), HIST1H2BJ (ab157425, 1:1000), PBLD1 (ab215299, 1:1000), MBNL3 (ab243124, 1:1000), CD180 (ab113874, 1:1000), and F10 (ab228544, 1:1000) were from Abcam; GAPDH (5174, 1:1000) antibody were from Cell Signaling Technology.

### Statistical analysis

All the data processing and statistical analyses were conducted with R 4.0.2 software. The significance of differences between two continuous variables was assessed via an independent Student’s t test or the Wilcoxon rank-sum test for comparisons of two groups. The chi-square test or Fisher’s exact test was used to evaluate the significance of differences between two groups of categorical variables. Receiver operating characteristic (ROC) curve analysis was performed with the pROC R package. All the statistical tests were two-tailed, and *p* < 0.05 was considered to indicate statistical significance. Western blot band intensities were quantified via ImageJ software (NIH) through densitometric analysis, with background subtraction and normalization to internal controls (GAPDH), using triplicate biological replicates.

## Results

### Analysis of the DEmRNAs, DElncRNAs and DEcircRNAs

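RNA-seq was performed on microglia sorted from the brains of 8 EAE mice and 8 PBS-treated mice, with 1 stranded total RNA library per mouse after removal of ribosomal RNA. Libraries are named here by group and replicate number, from EAE 1 to EAE 8 and from PBS 1 to PBS 8. The methods give MOG residues 35–55 for immunization, as does the protocol in the sample labels. In the treatment field of the same labels, the last residue rises by 1 from mouse to mouse, from 55 in EAE 1 to 62 in EAE 8. The authors aligned the filtered reads to GRCm38 with HISAT2, counted them with HTSeq and deposited raw counts and FPKM values for the same 21878 mRNAs. Total counts per library ranged from 24587443 to 30244215 in the EAE group, with a median of 26197176. In the PBS group, total counts ranged from 26031889 to 34184576, with a median of 29785312. The number of mRNAs with at least 1 count was 17565 to 18042 per EAE library and 17405 to 17922 per PBS library. No mRNA held more than 0.860% of the counts of any library.

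Differential expression between the groups was tested here on the raw counts with edgeR's quasi-likelihood test after TMM normalization, for the 17885 mRNAs with a total of at least 16 counts. An mRNA was called a DEmRNA at a Benjamini-Hochberg adjusted p under 0.05 and a |log2FC| over 1, the thresholds that the methods give. The methods name DESeq2 in the RNA-seq paragraph and edgeR in the paragraph on DEmRNAs, and they do not name a filter on low counts. A count of 0 allows up to 3 counts at 95% confidence, which corresponds to a mean CPM of 0.113 in the EAE group and 0.101 in the PBS group. Where every library of a group was at or under 3 counts, only a lower bound of the fold is given, and it covers counting error alone. The bound allows 3 counts in each library of that group. Where it falls under 1, the counts are called too few for a bound. Counts pooled over a group could give a tighter bound and were not used. The libraries of each group were not equally alike. For each pair of libraries, the median squared difference over mRNAs was divided by that of Poisson counting noise, so that sampling noise alone gives 1. This ratio was 3.11–3.50 among EAE 6, EAE 7 and EAE 8 and 5.62–20.2 for the other EAE pairs. It was 3.30–3.92 among PBS 5, PBS 7 and PBS 8 and 6.66–19.5 for the other PBS pairs. Since neither the labels nor the text names a batch, these 6 libraries were treated as a possible batch after the data were seen.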

We employed the edgeR algorithm to detect mRNAs, lncRNAs, and circRNAs exhibiting significant differential expression between microglia derived from EAE mice and those derived from PBS-treated mice. Specifically, we identified 141 significantly upregulated mRNAs and 27 significantly downregulated mRNAs (**Supplementary Figures S3A, D**; **Supplementary Table S5**) in EAE mice compared with the PBS-treated mice. 

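In the edgeR quasi-likelihood test, 17 mRNAs were higher and 4 were lower in EAE mice than in PBS-treated mice. Without the fold change threshold, 433 mRNAs had an adjusted p under 0.05, of which 118 were higher and 315 were lower in EAE mice. For 412 of these mRNAs the |log2FC| was under 1, and its median over the 433 mRNAs was 0.28. After Ngp, the smallest p-values among the higher DEmRNAs were those of Tgm1, Ltf, Wfdc21 and Dppa5a. Tgm1 had a log2FC of 1.84 (SE 0.30, adjusted p = 0.00426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with FPKM values of 3.56 ± 1.20 (SD, n = 8) in EAE mice and 0.956 ± 0.532 in PBS-treated mice. Ltf had a log2FC of 1.87 (SE 0.35, adjusted p = 0.00898 from the same edgeR test). All PBS libraries were at or under 3 counts of Wfdc21, Dppa5a and Ctsg. These 3 DEmRNAs were at least 2.79-fold, 2.00-fold and 1.32-fold higher in EAE mice, respectively. Of the 4 lower DEmRNAs, Dio3 had a log2FC of −1.09 (SE 0.19, adjusted p = 0.00704 from the edgeR test). Zar1 had a log2FC of −1.67 (SE 0.42, adjusted p = 0.0382 from the edgeR test), and its adjusted p was 0.0825 without PBS 7. Pde6g had a log2FC of −2.32 (SE 0.60, adjusted p = 0.0437 from the edgeR test), and its adjusted p was 0.0881 without EAE 6. The remaining lower DEmRNA was Lgr6. Tgm1, Ltf and Dio3 had an adjusted p under 0.05 in all 16 edgeR fits that each left out 1 library.

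Among the planned settings, the counts of DEmRNAs moved most when the p-values were not adjusted, which gave 164 higher and 38 lower mRNAs. They also depended on single libraries. Without EAE 4, 45 mRNAs were called higher, and without EAE 8, 11 were. The number of lower DEmRNAs ranged from 1, without EAE 2, PBS 3, PBS 5, PBS 7 or PBS 8, to 7, without PBS 4 or PBS 6. Within EAE 6, 7 and 8 and PBS 5, 7 and 8, the libraries most alike, 104 mRNAs were higher and 73 were lower, and 10 of the 21 DEmRNAs were among them. Within the remaining 5 libraries of each group, 5 mRNAs were higher and 1 was lower, and 2 of the 21 DEmRNAs were among them. With a term for these sets of libraries in the edgeR model, 34 mRNAs were higher and 4 were lower, and 20 of the 21 DEmRNAs were among them.

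**Figure D1:**
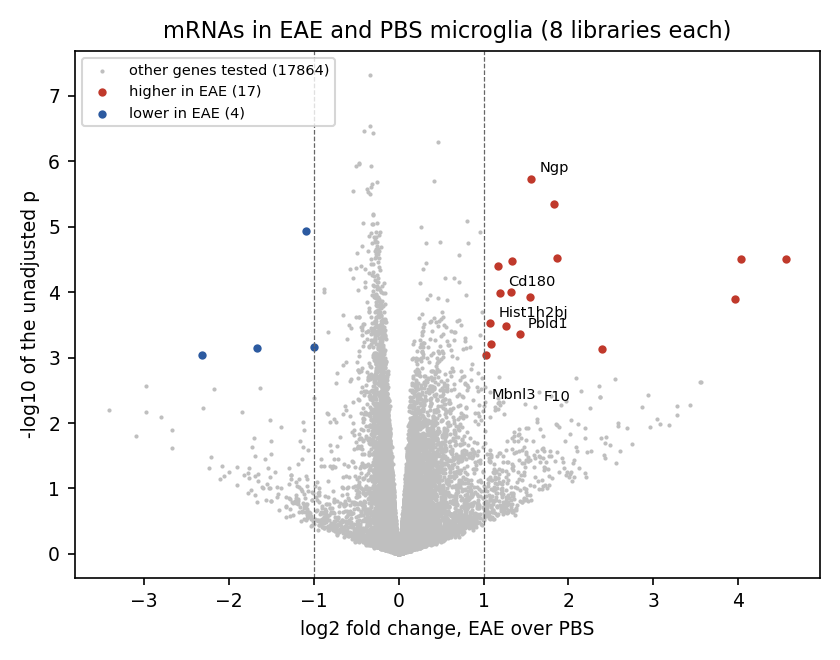
Log2 fold change of each tested mRNA in EAE mice against PBS-treated mice (x axis) and the negative log10 of its unadjusted p from edgeR's quasi-likelihood test (y axis). The 17 higher and 4 lower DEmRNAs are coloured; Wfdc21, Dppa5a and Ctsg are drawn at fitted fold changes, which are not bounds.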

Among the identified lncRNAs, 154 were significantly upregulated, and 193 were significantly downregulated (**Supplementary Figures S3B, E**; **Supplementary Table S6**). Moreover, we identified a total of 359 significantly upregulated circRNAs and 476 significantly downregulated circRNAs (**Supplementary Figures S3C, F**; **Supplementary Table S7**).

### Potential ceRNA networks and functional enrichment analysis

We further examined the regulatory associations among the differentially expressed mRNAs, lncRNAs, and circRNAs. Our findings revealed the pivotal roles of miRNAs in the lncRNA–miRNA–mRNA ceRNA interaction network, revealing notable interconnectedness within the network (**Figure 2**). For example, the miRNA *mmu-miR-1224-5p* (highlighted in red in **Figure 2A**) was found to target and regulate seven lncRNAs, including *XR_001778501–1 and TCONS_00045621* (labeled with asterisks in **Figure 2A**). Additionally, within the circRNA–miRNA–mRNA ceRNA network, we observed significant interactions among the miRNA nodes (**Figure 2B**; **Supplementary Table S8**).

**Figure 2:**
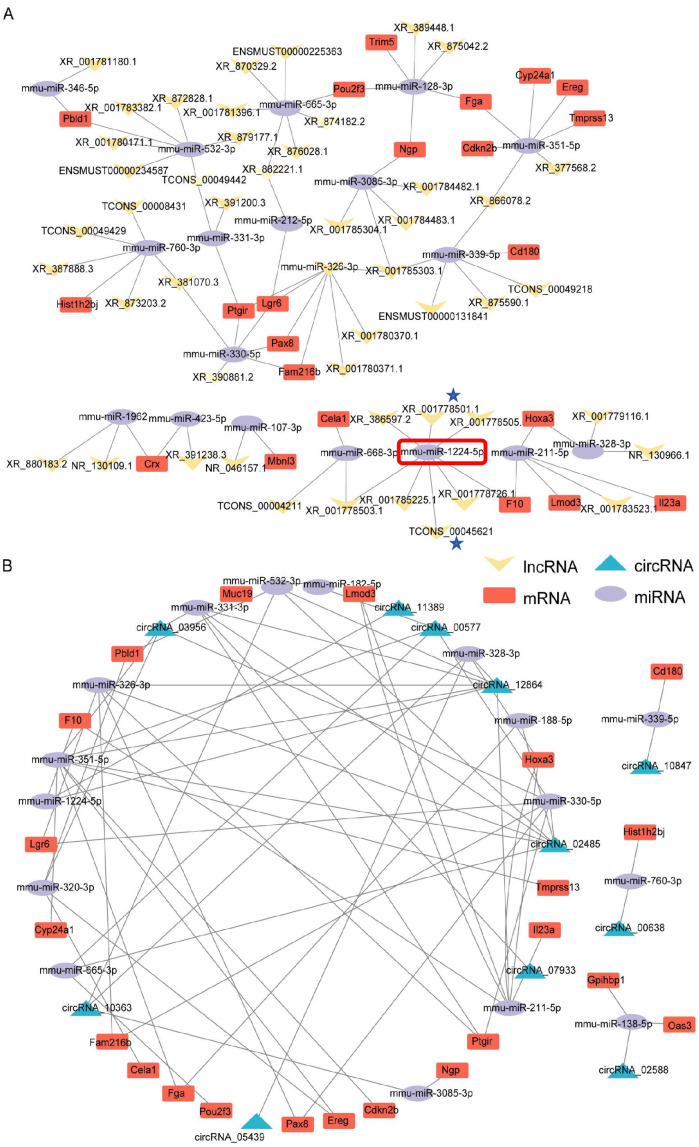
ceRNA network analysis of the self-generated RNA-seq dataset (EAE mice brain-GSE253318). **(A)** lncRNA–miRNA–mRNA ceRNA network interaction analysis. Key annotations: *mmu-miR-1224-5p* (highlighted in red) targets seven lncRNAs, including *XR_001778501–1* and *TCONS_00045621* (marked with asterisks). Node size reflects interaction degree; edges represent predicted miRNA-target binding. **(B)** circRNA–miRNA–mRNA ceRNA network interaction analysis.

To determine the chromosomal positions of the DEmRNAs, DElncRNAs, and DEcircRNAs within the ceRNA network and to understand the relative spatial distribution of these interacting molecules, we initially analyzed the localization data obtained from ENCODE (file: Mus_musculus.GRCm39.110.gtf) for visualization using TBtools. Our findings revealed that the DElncRNAs located on chromosomes 8, 9, 11, and 14 were relatively more abundant than those located on other chromosomes (**Supplementary Figure S4**; **Supplementary Table S9**). Conversely, DEmRNAs and DEcircRNAs within the ceRNA network were dispersedly distributed across various chromosomes without evident clustering patterns (**Supplementary Figure S4**).

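All 25 mRNAs of the ceRNA network in Figures 3D, E were found in the GRCm38.p6 annotation, the build of the alignment. Positions on GRCm39, which the paper used, were not compared. The 25 mRNAs lay on 14 chromosomes, with at most 3 on any 1 of them (chromosomes 7, 9 and 15). In 100000 random draws of 25 mRNAs from the 17630 tested mRNAs with a position, the median of the largest number on 1 chromosome was 4. A number of 3 or more was drawn with p = 0.992 (one-sided permutation test). The 21 DEmRNAs lay on 13 chromosomes, again with at most 3 on any 1 of them, here chromosomes 9, 11 and 14 (p = 0.944 in the one-sided permutation test).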

GO analysis revealed significant enrichment of the DEmRNAs in the ceRNA network (FDR < 0.05) in 313 immune-related terms, including leukocyte adhesion, lipopolysaccharide response, and neutrophil migration (**Figure 3A**; **Supplementary Table S10**). 

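The copy of Supplementary Table S10 used here lists 21 GO terms, against the paper's 313, with 67 genes, all with counts, and 9 of the 67 are among the 25 network mRNAs of Figures 3D, E. Enrichment was not recomputed, and the values are those of the listed genes in the edgeR test. For leukocyte cell-cell adhesion, 18 of 19 genes were tested, of which 16 were higher and 2 were lower in EAE mice. Their median log2FC was 1.33, or 1.19 with the 4 genes that were at or under 3 counts in 1 group set at their bounds, or at 0 where the counts are too few for a bound. The DEmRNAs among them were Ctsg, S100a8 and S100a9. For the response to lipopolysaccharide, 16 of 17 genes were higher, with a median log2FC of 1.24 when such genes are set in the same way, and Ppbp was lower. The 6 DEmRNAs of this term were Wfdc21, Ctsg, Ltf, S100a9, Cd180 and S100a8. For neutrophil migration, 9 of 10 genes were higher, with a median log2FC of 1.18, and the DEmRNAs were S100a8 and S100a9.

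S100a8 had FPKM values of 19.9 ± 8.87 (SD, n = 8) in EAE mice and 7.64 ± 2.61 in PBS-treated mice, with a log2FC of 1.33 (SE 0.28, adjusted p = 0.0169 from edgeR's quasi-likelihood test). S100a9 had an adjusted p of 0.00935 from the edgeR test, with FPKM values of 15.5 ± 5.50 and 5.90 ± 2.28, respectively. Both had an adjusted p under 0.05 in all 16 fits that each left out 1 library, and over the planned settings that kept all 16 libraries the adjusted p of S100a8 ranged from 0.000607 to 0.0784. They belong to a list of 17 neutrophil genes, of which the 9 that the copies of the paper's tables do not name had a median log2FC of 0.42, or 0.35 with Elane, which has too few counts for a bound, set at 0. Over the 71 genes of Supplementary Tables S10 and S11 together, 60 were tested, of which 48 were higher and 12 were lower. Of these, 9 were DEmRNAs, 54 had an unadjusted p under 0.05, and 50 had an adjusted p under 0.05 when adjusted over the list alone. Without EAE 4, 10 further genes of the 71 were called, and without EAE 5, 6 were. Because the study chose these genes on the same 16 libraries, the count over the list is not independent evidence.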

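The copy of Supplementary Table S11 used here lists 8 KEGG pathways with 22 genes, of which Il23a is 1 of the 25 network mRNAs. All 7 genes of the IL-17 signaling pathway were higher in EAE mice, with a median log2FC of 1.36. S100a8 and S100a9 were the DEmRNAs among them, and 6 of the 7 genes had an unadjusted p under 0.05. Cxcl10 had a log2FC of 1.79 (SE 0.55, adjusted p = 0.0883 from edgeR's quasi-likelihood test), and Tnf had a log2FC of 1.40 (SE 0.53, adjusted p = 0.169). Of the 14 genes of cytokine-cytokine receptor interaction, 13 were tested, of which 11 were higher and 2 were lower. None of the 13 was a DEmRNA, and 12 had an unadjusted p under 0.05. All 5 genes of the Toll-like receptor signaling pathway, Il12b, Ccl3, Ccl4, Cxcl10 and Tnf, were higher. Again 0 were DEmRNAs, and 5 had an unadjusted p under 0.05. Il12b had 0 to 7 counts in EAE libraries and 0 or 1 in PBS libraries, too few for a bound on its fold. Without EAE 4, the adjusted p of Il12b was 0.0260, that of Ccl3 0.0210, that of Ccl4 0.0129 and that of Cxcl10 0.0328 in the edgeR test, and all 4 were called. Ccl3, Ccl4 and Cxcl10 were also called without EAE 5. Of the other genes of cytokine-cytokine receptor interaction, Il1a and Gdf15 were called without EAE 4, Il1a and Ccl12 without EAE 5 and Gdf15 without PBS 7. The adjusted p of Il23a was 0.280 in the edgeR test, with 1 to 17 counts in EAE libraries and 0 to 10 in PBS libraries.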

KEGG analysis identified significant enrichment (FDR < 0.05) in immune pathways such as IL-17 signaling, cytokine receptor interactions, and Toll-like receptor (TLR) signaling (**Figure 3B**; **Supplementary Table S11**). Notably, these pathways shared gene nodes, suggesting that the DEmRNAs modulate various biological pathways in EAE progression (**Figure 3C**). Therefore, these DEmRNAs are likely to be involved in microglial activation and adhesion, positioning them as potential biomarkers and therapeutic targets for MS.

**Figure 3:**
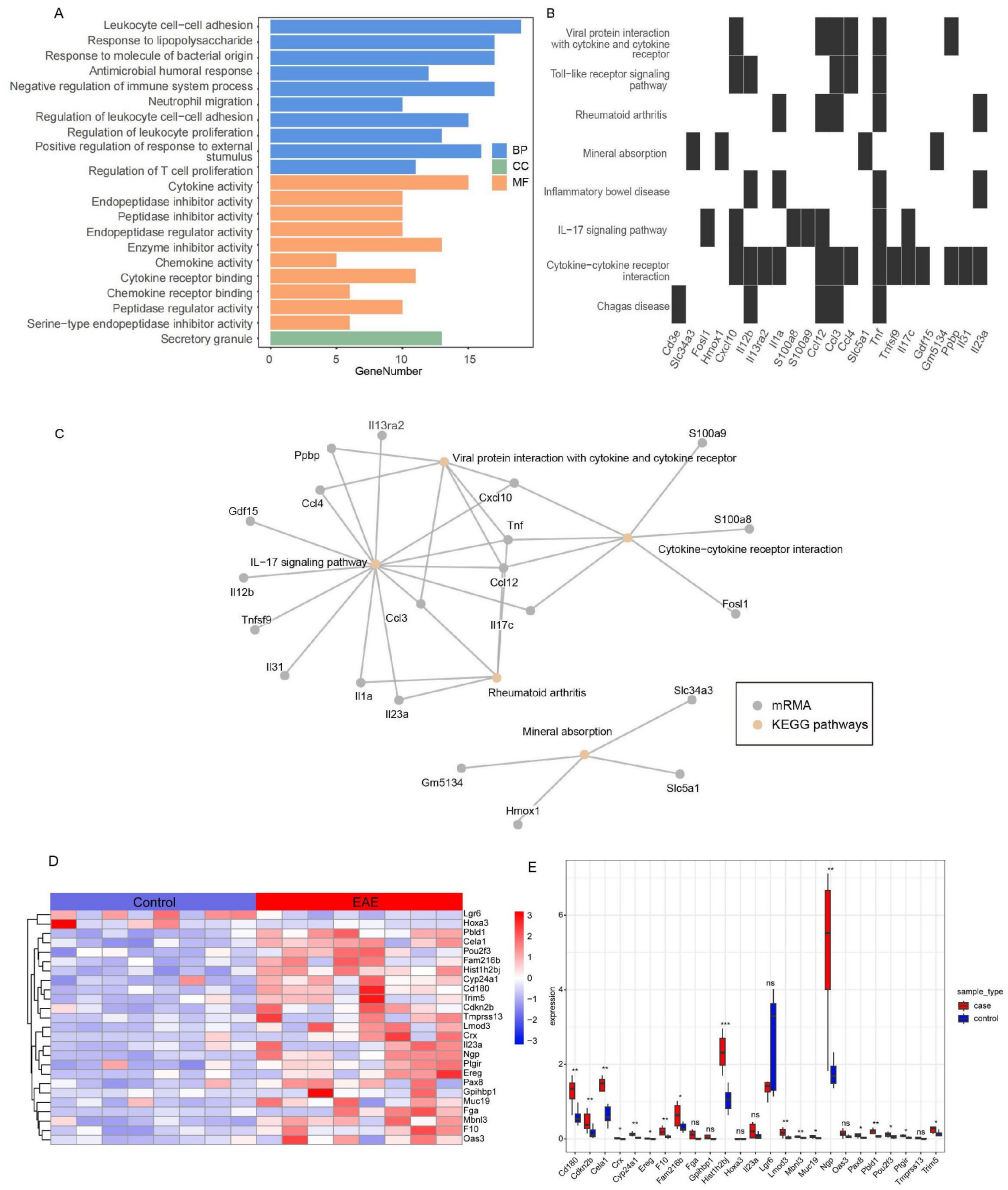
Integrated analysis of functional enrichment and key mRNA expression in the ceRNA network of self-generated RNA-seq dataset (EAE mice brain-GSE253318). **(A)** GO functional enrichment analysis (BP, CC, MF). **(B)** KEGG pathway enrichment analysis. **(C)** Network diagram of significantly enriched KEGG pathways and associated genes. **(D)** Heatmap of key mRNA expression in the ceRNA network (red: high expression; blue: low expression; values normalized to z-scores). **(E)** Box plot of differential expression of key mRNAs across experimental groups (ns, not significant; *FDR < 0.05, **FDR < 0.01, ***FDR < 0.001). GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; BP, biological process; CC, cellular component; MF, molecular function.

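Of the 25 network mRNAs, 23 reached the minimum of 16 counts, and Crx and Ereg did not. The edgeR test gave 21 mRNAs higher in EAE mice and 2 lower, and 6 of the 23 were DEmRNAs. These were Ngp, Hist1h2bj, Pbld1, Cd180 and Cela1, which were higher, and Lgr6, which was lower. An unadjusted p under 0.05 was reached by 22 of the 23 mRNAs, and the same number passed when adjusted over the list alone, which is not independent evidence for mRNAs chosen on these libraries. The median log2FC was 1.16, or 1.09 with Hoxa3, Tmprss13 and Gpihbp1, which were at or under 3 counts in 1 group and have too few counts for a bound, set at 0. Across the 25 mRNAs, 21 differed in FPKM between the groups at an exact permutation p under 0.05 (two-sided), and 20 did after Benjamini-Hochberg adjustment.

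Lgr6 had FPKM values of 1.40 ± 0.398 (SD, n = 8) in EAE mice and 2.71 ± 1.24 in PBS-treated mice, and fell by 1.00 on the log2 scale (SE 0.25, adjusted p = 0.0380 from edgeR's quasi-likelihood test). Its adjusted p was under 0.05 in 6 of the 16 fits that each left out 1 library, and it was 0.0775 without PBS 7. Over the planned settings that kept all 16 libraries, it ranged from 0.00654 to 0.192. Hoxa3 had 0 or 1 count in every EAE library and 0 to 9 in the PBS libraries, too few for a bound on its fold (exact permutation test on FPKM, two-sided, p = 0.161). Cela1 had a log2FC of 1.09 (SE 0.27, adjusted p = 0.0356 from the edgeR test), and its adjusted p was 0.0778 without PBS 2. The fitted log2FC was largest for Fga, at 2.94 (SE 0.90, adjusted p = 0.0850 from the edgeR test). Fga had 0 to 30 counts in EAE libraries and 0 to 7 in PBS libraries. Among the network mRNAs not called, the adjusted p in the edgeR test ranged from 0.0645 for Lmod3 to 0.301 for Pax8. Lmod3 was called without EAE 4, Fam216b without PBS 4 and Cyp24a1 without PBS 6, with adjusted p-values of 0.0375, 0.0489 and 0.0255 in the edgeR test. Hoxa3, Trim5, Cdkn2b, Cyp24a1, Ereg, Lmod3, Pax8 and Tmprss13 overlap other annotated genes on GRCm38.p6, and the text does not name the strand setting of the counting.

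**Figure D2:**
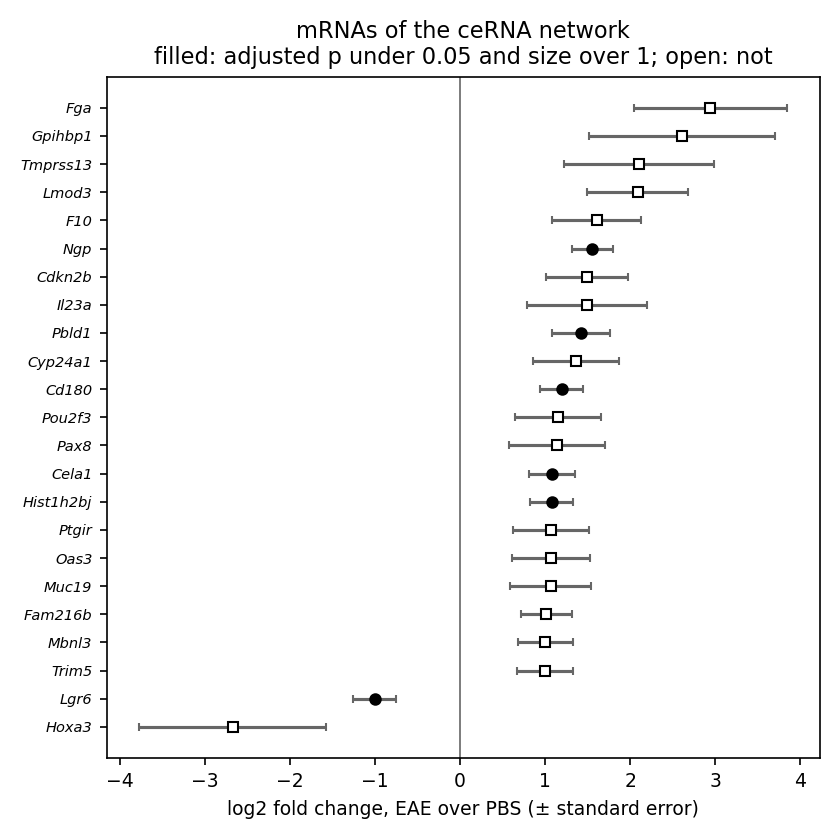
Log2 fold change in EAE mice against PBS-treated mice with its standard error (x axis) for the network mRNAs tested (y axis), from the edgeR test on 8 libraries per group. Filled points are DEmRNAs; Hoxa3, Tmprss13 and Gpihbp1 are drawn at fitted values, which are not bounds.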

We examined the expression profiles of the DEmRNAs in the ceRNA network and found that most were upregulated in EAE mice, except for Leucine-rich repeat-containing G protein-coupled receptor 6 (*LGR6)* and Homeobox A3 (*HOXA3)* genes (**Figures 3D, E**). Further analysis of expression correlation among the differentially expressed mRNAs, lncRNAs, and circRNAs revealed distinct patterns. Notably, the expression trends of *LGR6* and *HOXA3* with DElncRNAs differed markedly from those of other DEmRNAs (**Supplementary Figure S5A**), a pattern also observed between DEmRNAs and DEcircRNAs (**Supplementary Figure S5B**). Correlation analysis of DEcircRNAs and DElncRNAs suggested potential underlying mechanisms (**Supplementary Figure S5C**).

### Interaction analysis of the EAE DEmRNAs involved in the ceRNA network for biological function prediction

We investigated the interactions among the DEmRNAs involved in the ceRNA network and a variety of factors, including TFs, miRNAs, small molecule drugs, and RBPs. The PPI network constructed for the DEmRNAs and TFs revealed interactions, particularly for Lymphocyte Antigen 180 (*CD180*) and Muscleblind-Like Protein 3 (*MBNL3*), which not only interact with each other but are also closely associated with TFs. Notably, the mRNAs *CD180* and Interleukin 23 Subunit Alpha (*IL23a*) frequently interacted with TFs (**Supplementary Figures S6A**, **S7**). The constructed mRNA–drug interaction network identified Phenazine Biosynthesis-Like Domain-Containing Protein 1 (*PBLD1*) and Neutrophilic Granule Protein (*NGP*) as potential drug targets (**Supplementary Figures S6B**, **S7**). Furthermore, the DEmRNA–RBP interaction network revealed that the mRNAs Coagulation Factor X (*F10*), Cyclin-Dependent Kinase Inhibitor 2B (*CDKN2B*), Fibrinogen Alpha Chain (*FGA*), Cone-Rod Homeobox (*CRX*), Epiregulin (*EREG*), *IL23a*, and *LGR6* may interact with several RBPs. (**Supplementary Figures S6C**, **S7**).

### Identification of EAE biomarkers and validation with 3 public datasets

A total of five ML algorithms, namely, the elastic net, LASSO, RF, Boruta, and linear regression algorithms, were applied to further identify key DEmRNAs. Nine significantly DEGs were identified by LASSO regression (**Supplementary Figure S8A**); elastic network analysis identified 10 genes (**Supplementary Figure S8B**); linear regression and the RF algorithm identified 25 genes each (**Supplementary Figures S8C, D**); and the Boruta algorithm identified 12 significant genes (**Supplementary Figure S8E**). 

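The selection was repeated here on the FPKM values of the 25 network mRNAs in the 16 libraries, with 5 folds and 10 random seeds. LASSO kept a median of 11 mRNAs (range over seeds 9–13), and the elastic net with an alpha of 0.5 kept 14 (14–15). A random forest of 1000 trees gave 23 mRNAs (22–25) an importance above 0. A comparison with shuffled copies of the mRNAs, the principle of Boruta, kept 9.5 (8–11). Linear regression was not run, because 25 predictors have no unique solution on 16 libraries. The number kept by LASSO moved most with a binomial in place of a gaussian model, which kept 8 mRNAs.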

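In each of the 10 seeds, the mRNAs kept by all 4 methods run here numbered 6, and they were Ngp, Hist1h2bj, Pbld1, Mbnl3, Cd180 and F10 every time. Lgr6, Pou2f3 and Fga were kept by LASSO, the elastic net and the random forest in all 10 seeds and by the comparison with shuffled copies in 0. Cela1 was kept by the random forest and the shuffled copies in 10 seeds and by LASSO and the elastic net in 0. All 25 candidates had been chosen on the same 16 libraries.

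On GRCm38.p6, Ngp lies on chromosome 9 from 110419808 to 110423012. Hist1h2bj, named H2bc11 in the annotation, lies on chromosome 13 from 22043198 to 22043658, and Cd180 on the same chromosome from 102693547 to 102706631. Pbld1 lies on chromosome 10 from 63060625 to 63077964, Mbnl3 on chromosome X from 51113494 to 51205990 and F10 on chromosome 8 from 13037308 to 13056676. No other annotated gene overlaps these 6 genes.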

As shown in the UpSet diagram (**Supplementary Figure S8F**), a total six genes were commonly identified by each method, namely, *NGP*, Histone Cluster 1 H2B Family Member J (*HIST1H2BJ*), *PBLD1, MBNL3*, *CD180*, and *F10*. All six genes were upregulated in the in-house dataset, with |log_2_FC| values of 1.56, 1.08, 1.44, 1.01, 1.20, and 1.63, respectively (*p* < 0.05) (**Supplementary Table S5**).

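Ngp had FPKM values of 5.12 ± 1.92 (SD, n = 8) in EAE mice and 1.68 ± 0.472 in PBS-treated mice, with a log2FC of 1.56 (SE 0.24, adjusted p = 0.00304 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 55–219 in EAE libraries and 27–81 in PBS libraries, and it is on the list of 17 neutrophil genes. Hist1h2bj had FPKM values of 2.32 ± 0.476 and 1.06 ± 0.315, respectively, and a log2FC of 1.08 (SE 0.25, adjusted p = 0.0272 from the edgeR test). Pbld1 had FPKM values of 0.207 ± 0.0627 and 0.0734 ± 0.0322 and a log2FC of 1.43 (SE 0.34, adjusted p = 0.0305 from the edgeR test). Mbnl3 had FPKM values of 0.0607 ± 0.0169 and 0.0291 ± 0.0119, from 9–21 and 5–13 counts, and a log2FC of 1.00 (SE 0.32, adjusted p = 0.103 from the edgeR test). Cd180 had FPKM values of 1.41 ± 0.604 and 0.591 ± 0.207 and a log2FC of 1.19 (SE 0.25, adjusted p = 0.0169 from the edgeR test). F10 had FPKM values of 0.200 ± 0.103 and 0.0616 ± 0.0442, from 7–27 and 0–11 counts, and a log2FC of 1.61 (SE 0.52, adjusted p = 0.106 from the edgeR test). Mbnl3 and F10 were therefore not called. In exact permutation tests of the difference in mean FPKM (two-sided), p was 0.000622 for Ngp, 0.000155 for Hist1h2bj, 0.000311 for Pbld1, 0.00155 for Mbnl3, 0.000777 for Cd180 and 0.00155 for F10. The p of Hist1h2bj is the smallest that 8 mice against 8 allow, as every EAE library was above every PBS library. After Benjamini-Hochberg adjustment over the 6 genes, these p-values ranged from 0.000932 to 0.00155. The study chose the 6 genes on these same libraries, so these p-values are not independent evidence.

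With each library left out in turn, Ngp had an adjusted p under 0.05 in all 16 edgeR fits and Hist1h2bj in 10. The highest adjusted p of Hist1h2bj was 0.0624, without PBS 2. Pbld1 had an adjusted p under 0.05 in 8 fits, with the highest, 0.0720, also without PBS 2. Mbnl3 and F10 did not reach it in any fit. Cd180 kept its adjusted p under 0.05 in all 16 fits, and its log2FC was 0.99 without EAE 5. With edgeR's exact test in place of the quasi-likelihood test, all 6 genes were called. Within EAE 6, 7 and 8 and PBS 5, 7 and 8, the possible batch, the log2FC of the 6 genes ranged from 0.87 to 1.98 and Ngp and F10 were called. Within the other 5 libraries of each group, it ranged from 0.86 to 1.70, with 0 genes called and 4 at an unadjusted p under 0.05. Of 12 other Hist1h2b genes tested, paralogs with which the counting could have shared reads, 0 had an adjusted p under 0.05 in the edgeR test, and 2 had an unadjusted p under 0.05. Pbld2, a paralog of Pbld1, had a log2FC of 0.52 (SE 0.16, adjusted p = 0.0936 from the edgeR test). From the overlap of the selection methods, the paper takes the 6 genes as its signature for EAE.

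**Figure D3:**
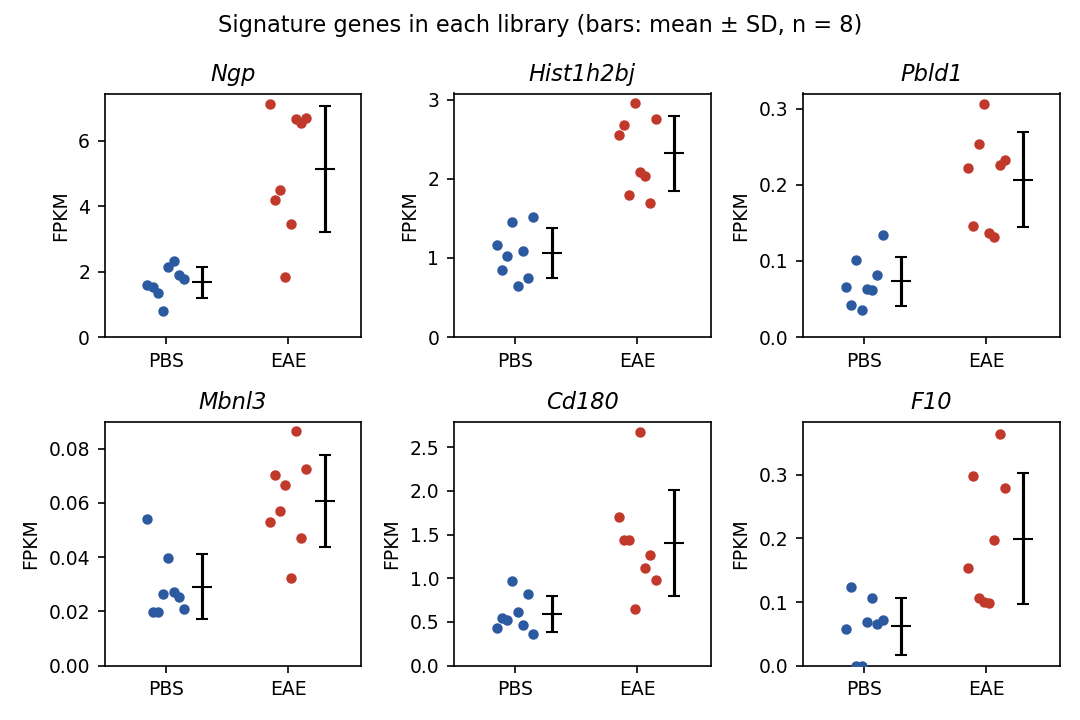
FPKM of Ngp, Hist1h2bj, Pbld1, Mbnl3, Cd180 and F10 in each of the 8 EAE and 8 PBS libraries (points), with the mean and SD of each group. For Hist1h2bj all 8 EAE libraries lie above every PBS library, and for Mbnl3 and F10 5 of them do.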

### Construction and validation of ML models for determination of the microglia-associated multigene signature

We employed six ML algorithms (NB, MLP, avNNet, PLS, PRIM, and glmnet) to assess the predictive performance of a six-DEmRNA signature for EAE. 

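Naive Bayes and penalised logistic regression (glmnet) were fitted here to the FPKM values of Ngp, Hist1h2bj, Pbld1, Mbnl3, Cd180 and F10 in the 16 libraries. Scored on the libraries they were fitted to, both gave an AUC of 1. In cross-validation over 5 folds, with the 6 genes kept fixed, the mean AUC over 10 seeds was 1 for both. The 6 genes had been chosen on all 16 libraries, including those held out in each fold. In a further run, 6 mRNAs were chosen again in each training fold, by smallest edgeR p at a |log2FC| over 1 among all tested mRNAs. With them, the AUC of naive Bayes was 0.881 ± 0.0840 (SD over 10 seeds), with a range of 0.672–1. The 16 libraries were also divided into 8 and 8 in 100 ways, with 6 mRNAs chosen by the same rule for each. Of the divisions, 96, the real one included, gave an AUC of 1 on the libraries used for the choice. This rule is not the paper's selection, so these values do not show how its signature would be chosen again. MLP, avNNet, PLS and PRIM models were not run.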

All models demonstrated high area under the curve (AUC) values (NB: 1, MLP: 1, avNNet: 1, PLS: 0.938, PRIM: 0.875, glmnet: 1) (**Supplementary Figure S8G**), along with favorable C-indexes and F1 scores (**Supplementary Figures S8H**; **Supplementary Table S12**), indicating robust predictive performance.

Validation in three independent EAE datasets further confirmed the accuracy of the model. For the GSE150562 dataset, PLS, MLP, and avNNet models achieved high AUC values (PLS: 0.892, MLP: 0.892, avNNet: 0.833) (**Supplementary Figure S8I**), with PLS and MLP models showing AUCs as high as 0.892 but with lower F1 scores (**Supplementary Figure S8J**), indicating stable performance. In the GSE60847 dataset, PLS (AUC = 0.833) and avNNet (AUC = 0.792) models displayed superior predictive efficacy (**Supplementary Figure S8K**), with higher C-indexes and F1 scores than other models (**Supplementary Figure S8L**).

For the GSE241781 dataset, the MLP (AUC = 0.917) and avNNet (AUC = 0.938) models showed optimal performance (**Supplementary Figure S8M**), with higher C-indexes and F1 scores than other algorithms (**Supplementary Figure S8N**). These results suggest that the avNNet model exhibited the most consistent predictive ability, while the PLS and MLP models were somewhat less stable.

### Interpretability and stability determined by SHAP values and residual analysis

We used the DALEX package to assess the explanatory capacity of each DEmRNA within the prediction models (**Supplementary Figures S8O-V**). The NB model had the lowest residual, with the median residual closely approximating 0, indicating its stability and robust predictive performance (**Supplementary Figures S8O, P**). The predictive efficacy of the six-gene signature was evaluated across the avNNet, PLS, and MLP models, which demonstrated high prediction scores (0.721, 0.815, and 0.811, respectively). SHAP values were calculated to determine the contribution of each DEmRNA, with *NGP* consistently showing the highest contribution across all models (7.122 for avNNet, PLS, and MLP) (**Supplementary Figures S8Q-V**).

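SHAP values were not recomputed. Taken alone, the FPKM of Ngp separated the EAE from the PBS libraries with an AUC of 0.953 (exact permutation test, two-sided, p = 0.00109). The AUC was 1 for Hist1h2bj, 0.984 for Pbld1, 0.969 for Cd180, 0.938 for Mbnl3 and 0.906 for F10. After Benjamini-Hochberg adjustment over the 6 genes, the exact permutation p-values of these AUCs ranged from 0.000932 to 0.00466. They are not independent evidence either, as the genes were chosen on these libraries. The FPKM of Ngp was highest in EAE 1, at 7.12, and lowest among the EAE libraries in EAE 4, at 1.82. By smallest edgeR p at a |log2FC| over 1, 6 mRNAs were chosen again in each of 50 training folds. Ngp was chosen in all 50, and 1 or 2 of the 6 signature genes were chosen in each. The paper's selection methods were not repeated in these folds.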

The combination of residual and SHAP value analyses confirmed the robustness, stability, and interpretability of the models. Residual analysis validated the stability, particularly for the NB model, while the SHAP values highlighted the biological relevance of individual biomarkers. These results affirm the consistency and interpretability of the predictions of the avNNet, PLS, and MLP models, reinforcing the predictive power of the six-gene signature and identifying *NGP* as a key contributor to the model predictions.

### Molecular docking of the 6 key microglia-associated DEGs

Molecular docking was conducted to identify potential interactions between MS drugs and the six DEGs. Data from DrugBank indicated that teriflunomide and CDP323 interacted with four of the DEGs. Docking results showed that CD180 had binding energies of -9.64 kcal/mol with CDP323 and -5.93 kcal/mol with teriflunomide (**Figures 4A, B**). F10 exhibited binding energies of -6.79 kcal/mol with CDP323 and -6.58 kcal/mol with teriflunomide (**Figures 4C, D**). HIST1H2BJ and MBNL3 showed binding energies of -5.91 kcal/mol and -4.69 kcal/mol, respectively, with CDP323 and -6.54 kcal/mol and -5.91 kcal/mol with teriflunomide (**Figures 4E–H**). Notably, no significant binding (binding energy ≥ -5 kcal/mol) was observed between the MS drugs and the remaining two biomarkers, NGP and PBLD1.Binding energies below -5 kcal/mol are typically considered significant for docking results. Thus, the favorable binding affinities observed for CD180, F10, HIST1H2BJ, and MBNL3 with CDP323 and teriflunomide suggest that these proteins could serve as potential therapeutic targets for MS treatment.

**Figure 4:**
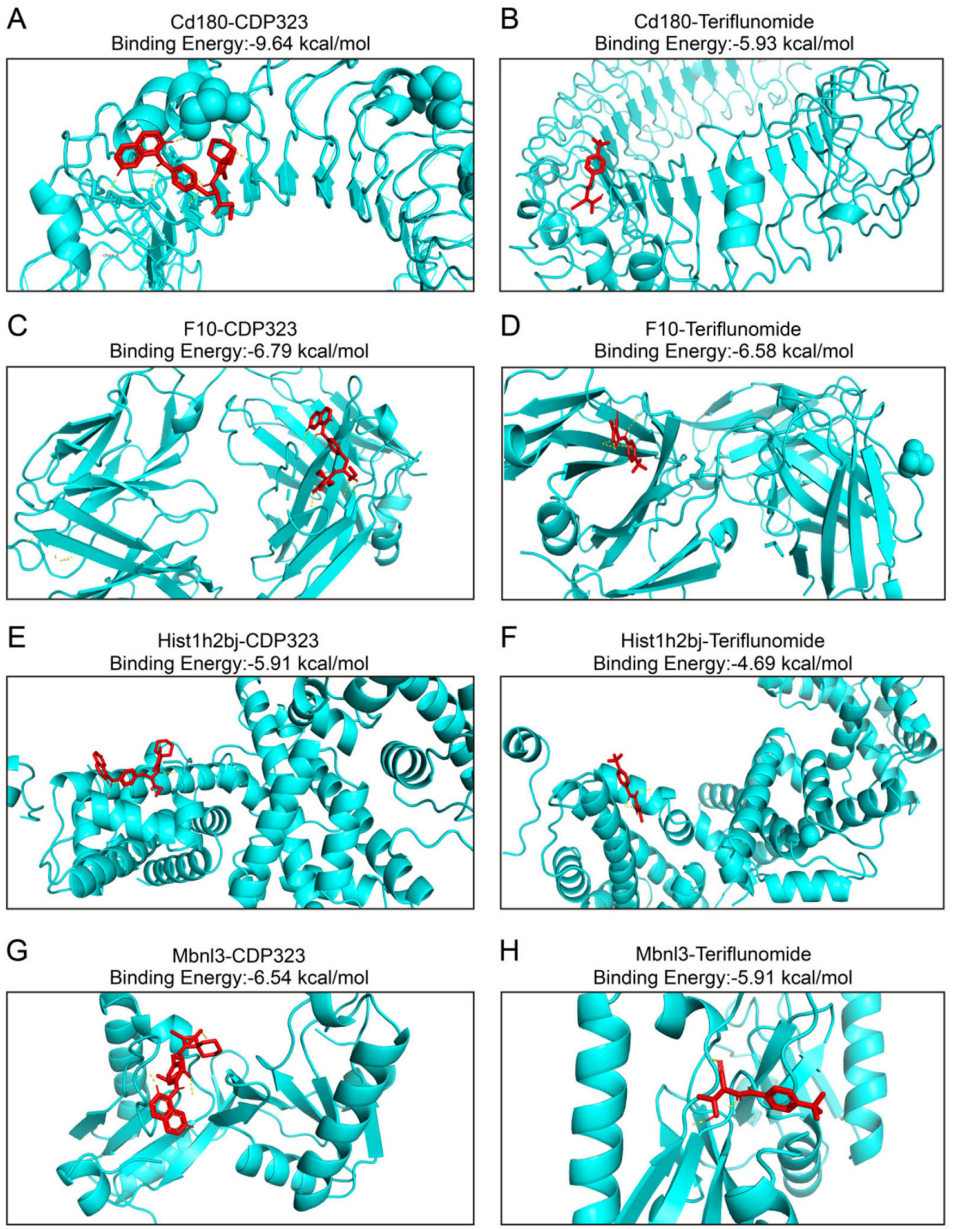
Molecular docking of the proteins encoded by CD180, F10, HIST1H2BJ, and MBNL3 with CDP323 and teriflunomide. Molecular docking and binding energies for **(A)** CD180 and CDP323, **(B)** CD180 and teriflunomide, **(C)** F10 and CDP323, **(D)** F10 and teriflunomide, **(E)** HIST1H2BJ and CDP323, **(F)** HIST1H2BJ and teriflunomide, **(G)** MBNL3 and CDP323, and **(H)** MBNL3 and teriflunomide.

### Verification of the microglia-associated markers

**Figure 5** shows the expression levels of six biomarkers in 16 tissue samples (8 normal samples and 8 EAE samples) measured by qRT–PCR. The fold changes in various transcript levels were determined using the ΔΔCT methodology (**Supplementary Table S13**). *NGP, HIST1H2BJ, PBLD1, MBNL3* and a DEcircRNA of interest (*mmu-circ-0001569*) were significantly upregulated in EAE microglia (*p* < 0.001), and *F10* and *miR-1224-5p* were significantly downregulated (*p* < 0.001) (**Figure 5**), indicating that the results were reproducible and reliable. Western blot analysis of the relative protein expression levels of NGP, HIST1H2BJ, PBLD1, MBNL3, CD180, and F10 correlated well with the qRT–PCR results, demonstrating significant upregulation in all targets except CD180 (**Supplementary Figures S9**, **S10**; **Supplementary Table S14**).

**Figure 5:**
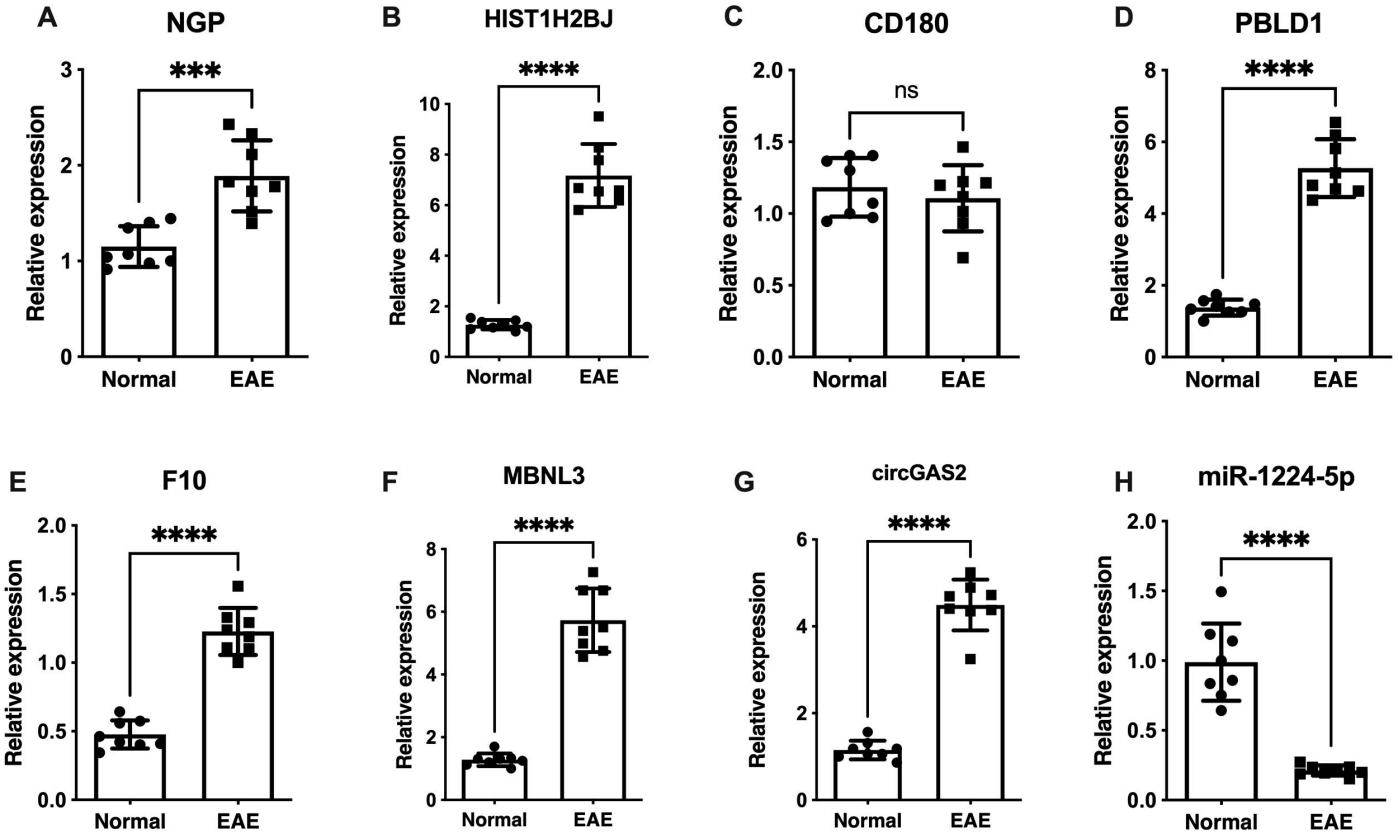
Verification of *NGP, CD180, HIST1H2BJ, PBLD1, MBNL3, F10, mmu-circ-0001569* and *miR-1224-5p* expression by qRT–PCR. **(A)** *NGP*, **(C)** *HIST1H2BJ*, **(D)** *MBNL3*, **(E)** *PBLD1*, and **(G)** *mmu-circ-0001569* were significantly upregulated in EAE microglia compared with control microglia (*p* < 0.001). **(F)** *F10* and **(H)** *miR-1224-5p* were significantly downregulated in EAE microglia (*p* < 0.001). **(B)** *CD180* expression did not significantly differ between EAE microglia and control microglia. ns: not statistically significant; ***p < 0.001, ****p < 0.0001.

## Discussion

Microglia play pivotal roles in EAE and MS progression by driving immune activation, antigen presentation, and myelin phagocytosis (6, 7). Emerging evidence highlights that microglia modulate neuroinflammation not only through direct cell-cell interactions but also via the secretion of cytokines (e.g., IL-1β, TNF-α), chemokines (e.g., CCL2, CXCL10), and ROS (1, 2, 5, 6, 12), which amplify adaptive immune responses and exacerbate demyelination. Our focus on post-transcriptional mechanisms stems from their critical role in fine-tuning these inflammatory outputs, as non-coding RNAs and RNA-binding proteins regulate the stability and translation of mRNAs encoding immune mediators (46, 47).

This study revealed significant changes in microglial gene expression and leveraged ceRNA and PPI networks to identify posttranscriptional regulatory mechanisms. ceRNA networks (lncRNA/circRNA–miRNA–mRNA) modulate microglial inflammation in EAE by competitively sequestering miRNAs from target mRNAs via shared miRNA response elements, thereby derepressing inflammatory transcripts (48–50). The six identified DEmRNAs integrate into these lncRNA/circRNA–miRNA–mRNA axes, suggesting their roles as either effectors or modulators of ceRNA-driven immune dysregulation. Among the identified circRNAs, mmu-circ-0001569 (circGAS2) showed significant upregulation in EAE microglia. This circRNA has not been previously reported in neuroinflammatory models, suggesting its potential microglia-specific roles warranting further investigation.

The chromosomal distribution patterns of ceRNA network components in EAE microglia may reflect both structural and functional genomic organization. The enrichment of DElncRNAs on chromosomes 8, 9, 11, and 14 aligns with known immune-related genomic hotspots in mice. Chromosome 11 harbors the innate immunity cluster (51, 52), while chromosome 14 contains genes correlated with several neurological diseases [e.g., Alzheimer’s disease (53) and epilepsy (54)]. In contrast, the dispersed distribution of DEmRNAs and DEcircRNAs across chromosomes implies system-wide regulatory integration rather than locus-specific control.

RNA sequencing, including bulk and single-cell approaches, has been used extensively to study the functions of microglia in MS and EAE (3, 47). However, discrepancies in gene expression profiles between studies stem from methodological variations and model-specific differences (55, 56). Using bioinformatics and ML methods, we identified six novel biomarkers (*NGP, HIST1H2BJ, PBLD1, MBNL3, CD180*, and *F10*) that were up-regulated in EAE microglia, none previously linked to EAE. Validation across datasets confirmed consistent expression patterns and high diagnostic efficacy. Among these biomarkers, *NGP, HIST1H2BJ*, and *CD180* contributed most to the differences between EAE and healthy microglia. Interaction network analyses revealed their integration in ceRNA networks, with *NGP*, *MBNL3*, and *CD180* interacting with TFs, underscoring their key regulatory roles in the EAE immune microenvironment.

NGP, a cystatin family member, modulates innate and adaptive immunity by attenuating TLR4 signaling and enhancing phagocytosis by macrophages and microglia (57). Given that TLR4 promotes the activity of proinflammatory cytokines such as TNF-α and IL-1β, which exacerbate MS inflammation, our finding that NGP is upregulated suggests that it may be involved in TLR4-associated pathways (57). Similarly, CD180, another TLR family member, modulates immune responses in B cells and dendritic cells through NF-κB and MAPK signaling (58, 59). Dysregulation of CD180 expression is linked to MS pathogenesis (60, 61), but no significant change in CD180 expression were observed in our qRT-PCR and Western blot experiments. The observed discrepancy may arise from the higher sensitivity of sequencing in detecting subtle transcriptional changes, combined with technical variability in qRT-PCR (e.g., primer efficiency) and Western blot (e.g., antibody specificity), or biological factors such as post-transcriptional regulation uncoupling mRNA and protein expression levels. Further investigation using single-cell RNA sequencing and spatial transcriptomics is necessary to explore CD180 expression in microglial subtypes, along with functional studies to clarify the roles of NGP and CD180 in TLR-mediated immune regulation in MS.

*HIST1H2BJ*, a histone gene involved in nucleosome structure and immune defense, shows elevated expression in autoimmune disorders such as rheumatoid arthritis (62, 63). In this study, increased *HIST1H2BJ* expression in EAE microglia suggests impaired phagocytosis and prolonged exposure of apoptotic cells to the immune system (61), likely contributing to immune dysregulation in MS.

*PBLD1*, a tumor suppressor gene that is upregulated in EAE microglia, attenuates TNF-α-induced inflammation by suppressing NF-κB activity (64, 65), indicating the activation of anti-inflammatory pathways. This upregulation likely represents a compensatory response to counterbalance excessive neuroinflammation in acute EAE. MBNL3, an RNA-binding protein involved in RNA metabolism and splicing, has been linked to diseases such as autism and amyotrophic lateral sclerosis (66, 67). In the EAE context, MBNL3 may mediate immune-metabolic crosstalk by fine-tuning post-transcriptional regulation of inflammatory mediators, though its precise role in MS remains undefined. While our findings implicate PBLD1 and MBNL3 in EAE-associated immune regulation, their pathophysiological significance in human MS requires validation through microglia-specific knockout models and analysis of MS patient datasets.

The six biomarkers participate in key pathways (e.g., LPS response, TLR/IL-17 signaling) through multilayered regulatory networks. PPI analysis revealed their interactions with TFs, RBPs, and small-molecule drugs: (1) *CD180* and *MBNL3* associate with TFs (JUN, ETS1, IRF4, etc.), forming a pro-inflammatory feedforward loop via the CD180/IL23a axis (68–74); (2) *F10* and *CD180* bind RBPs (e.g., IL23R, IL12RB1) (75), implicating post-transcriptional control in cytokine-receptor pathways; while (3) *PBLD1* and *NGP* interact with therapeutic compounds, suggesting druggable potential. These TF/RBP networks collectively establish a synergistic framework for microglial dysregulation in EAE and MS pathogenesis.

Microglial heterogeneity is well-characterized by canonical markers: TMEM119 and P2RY12 distinguish resident microglia from macrophages, while TREM2 marks activated states in EAE and MS (76, 77). 

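In the in-house dataset, Tmem119 had FPKM values of 8.44 ± 2.57 (SD, n = 8) in EAE mice and 7.44 ± 3.12 in PBS-treated mice (exact permutation test, two-sided, p = 0.494). Its log2FC was 0.13 (SE 0.21, adjusted p = 0.816 from edgeR's quasi-likelihood test). P2ry12 had FPKM values of 7.53 ± 1.90 and 6.08 ± 1.56, respectively (exact permutation test, two-sided, p = 0.118), and a log2FC of 0.26 (SE 0.15, adjusted p = 0.395 from the edgeR test). Trem2 had FPKM values of 9.13 ± 2.25 and 5.97 ± 0.854 (exact permutation test, two-sided, p = 0.00109). The log2FC of Trem2 was 0.56 (SE 0.13, adjusted p = 0.0282 from the edgeR test), which is under the fold change threshold. In the fits that each left out 1 library, the adjusted p of Trem2 was under 0.05 in 11 of 16, and it was 0.0661 without EAE 2. After adjustment over these 3 markers, the exact permutation p was 0.494 for Tmem119, 0.177 for P2ry12 and 0.00326 for Trem2. The 3 markers belong to a list of 17 microglia genes, whose mean FPKM was 13.1–22.9 over the libraries, below that of the lists for neurons, astrocytes and oligodendrocytes in each library.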

Our newly identified biomarkers (*NGP, HIST1H2BJ, CD180, PBLD1, MBNL3, F10*) show no overlap with these traditional markers, indicating distinct state-dependent transcriptional programs in CD11b+/CD45int subtype of microglia of acute EAE. Importantly, none exhibit vascular endothelial expression in neuroinflammatory contexts (Human Protein Atlas/GEO/Brain RNA-seq), supporting microglia-specific roles. These interactions are synthesized in **Figure 6** as a mechanistic framework for MS therapeutic targeting.

**Figure 6:**
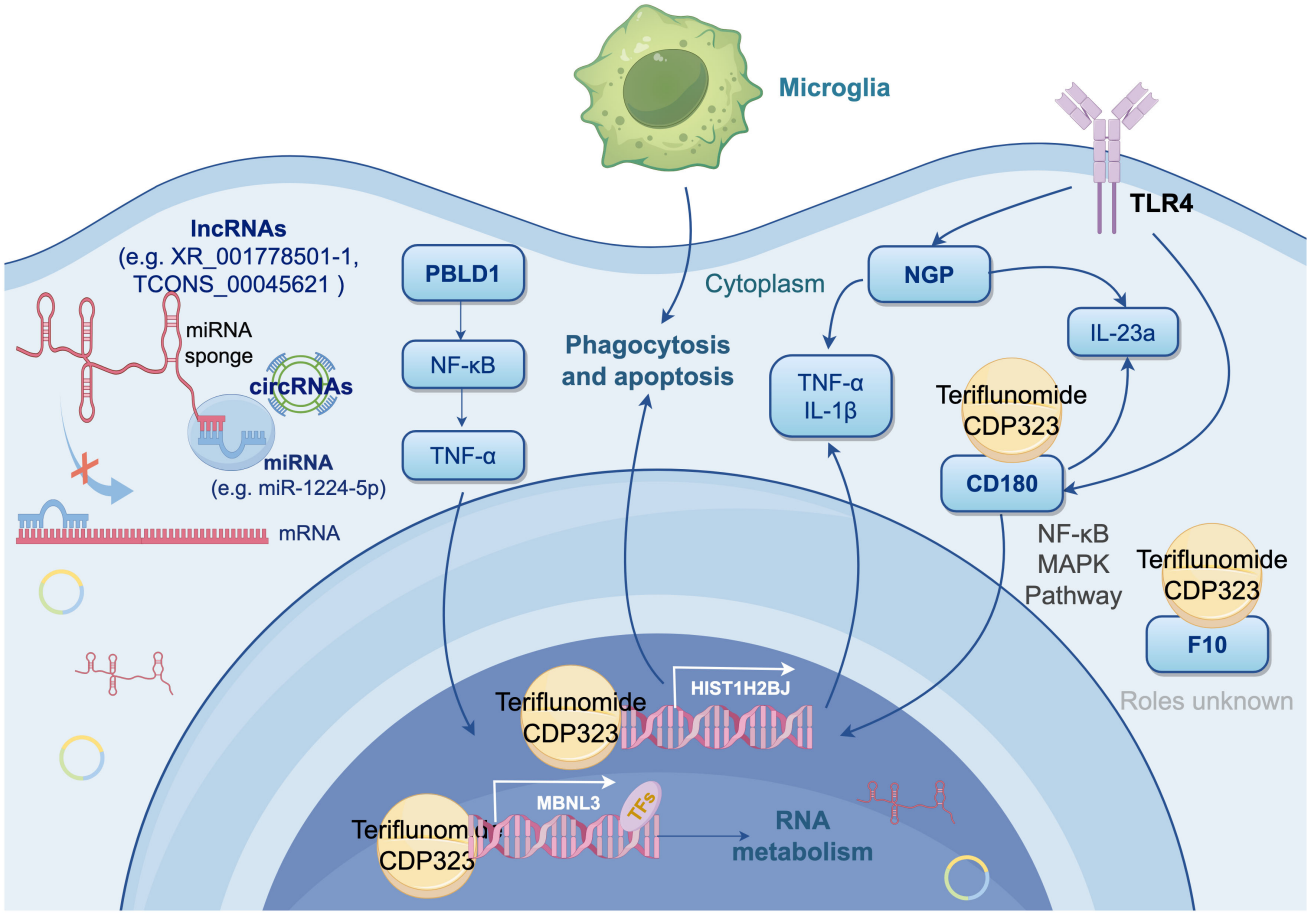
Integrated Mechanistic Model of Signature Genes in Microglial Activation and Neuroinflammation (by Figdraw 2.0). This diagram proposes a synergistic network involving six DEmRNAs (*NGP, HIST1H2BJ, PBLD, MBNL3, CD180*, and *F10*) through multiple mechanism, driving microglial activation and neuroinflammation. Key elements include: NGP suppresses TLR4 to attenuate neuroinflammation; HIST1H2BJ impairs apoptotic clearance and phagocytosis, exacerbating autoimmunity; PBLD antagonizes NF-κB/TNF-α signaling; MBNL3 fine-tunes RNA splicing in immunometabolism; CD180 modulates B-cell-like responses via NF-κB/MAPK, cytoplasmic ceRNA crosstalk (e.g., lncRNAs XR_001778501.1/TCONS_00045621 sponging miR-1224-5p), and TF-mediated regulation of *MBNL3*. Molecular docking highlights interactions between signature proteins and MS drugs (teriflunomide, CDP323), suggesting therapeutic targets.

Molecular docking revealed interactions between four candidate proteins (CD180, F10, HIST1H2BJ, MBNL3) and MS therapeutics: CD180-teriflunomide binding (-5 kcal/mol) implicates TLR4 modulation, while F10-CDP323 interaction suggests coagulation pathway involvement. HIST1H2BJ and MBNL3 show potential for epigenetic/splicing-targeted therapies. Although NGP and PBLD1 lacked drug affinity, their established roles in environmental response (NGP in neurotoxin clearance, PBLD1 in detoxification) support their selection as targets for MS’s environmental-inflammatory axis.

While our models demonstrated robust performance in the independent validation set, potential overfitting risks may arise from the moderate sample size and tissue-specific transcriptomic biases. External validation across diverse populations (e.g., progressive MS subtypes) and omics modalities (e.g., proteomics) for further researches is essential. While molecular docking predicts interactions between CD180/F10/HIST1H2BJ/MBNL3 and MS drugs (binding energy < -5 kcal/mol), experimental validation through cryogenic electron microscopy and functional assays remains essential for confirmation.

To bridge our findings to clinical translation, future studies will prioritize validation of *NGP, HIST1H2BJ, CD180, PBLD1, MBNL3*, and *F10* in longitudinal EAE models and human MS lesion to assess their temporal dynamics during disease progression and remission. For functional validation, gene-edited mice could be used to test the causal roles of microglial drug targets in neurovascular dysfunction and clarify the therapeutic relevance of these biomarkers and accelerate their translation into precision immunomodulatory strategies for MS.

## Conclusions

In this study, *NGP, HIST1H2BJ, PBLD1, MBNL3, CD180*, and *F10* were identified as novel microglial biomarkers for EAE, verified in GEO datasets, and shown to interact with MS-related molecules and medications. These findings provide a reference for MS diagnosis and treatment, highlighting these six genes as potential targets for immunoregulatory interventions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

# Supplementary material for: Identification of the microglia-associated signature in experimental autoimmune encephalomyelitis
**Source:** Front Immunol. 2025 Jun 5;16:1581878. doi: 10.3389/fimmu.2025.1581878
**Supplement:** Supplementary Table 15 — A complete alphabetical list of abbreviations of key terms, genes, and pathways in the study.

Supplementary Material

Supplementary Figures

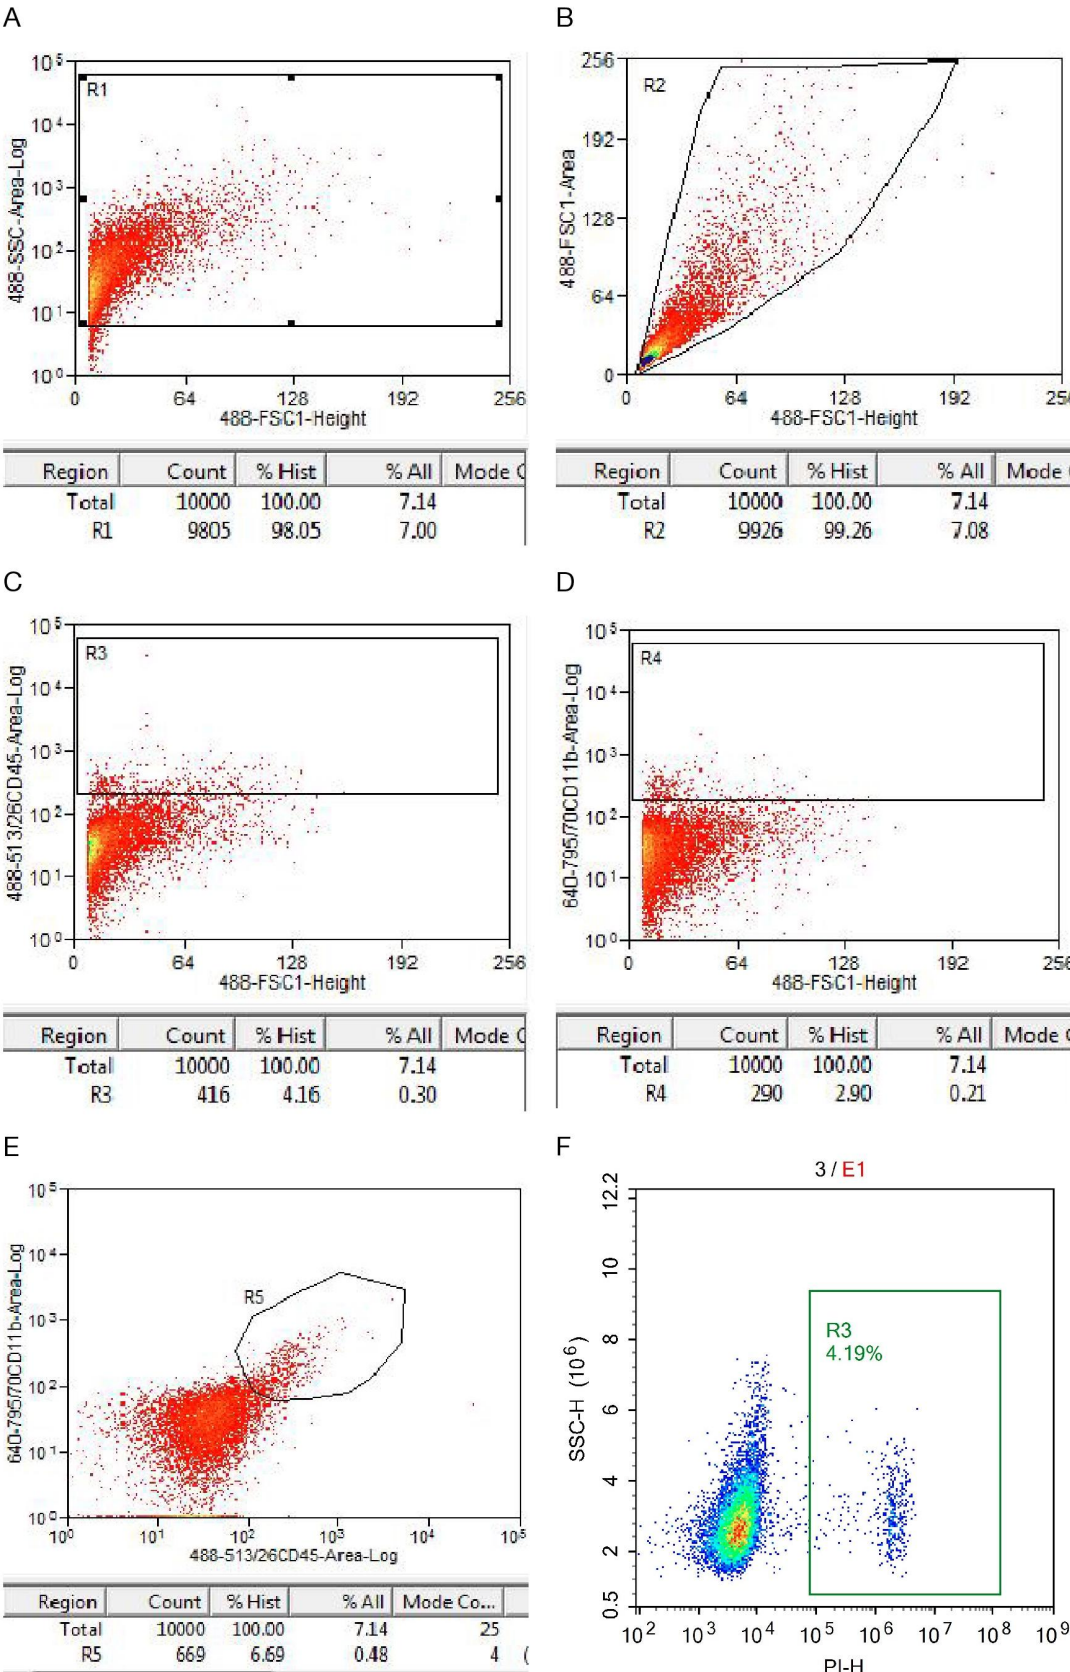

### **Figure S1. Flow Cytometry Gating Strategy for Microglial Isolation**

(A) Debris exclusion: Initial events were gated on a FSC-A (forward scatter area) vs. SSC-A (side scatter area) plot to exclude small debris (lower left quadrant). Intact cells (R1: 98.05% of total events) were retained.

(B) Single-cell selection: FSC-H (height) vs. FSC-W (width) plot applied to R1 to exclude doublets and aggregates, retaining single cells (R2: 99.26% of R1).

(C) CD45 expression profiling: CD45-FITC (FL1) vs. SSC-A plot gated on R2. CD45<sup>+</sup> cells (R3: 4.16% of R2) were selected, excluding CD45<sup>−</sup> populations.

(D) CD11b expression profiling: CD11b-APC-Cy7 (FL4) vs. SSC-A plot gated on R3. CD11b<sup>+</sup> cells (R4: 2.9% of R2) were isolated.

(E) Microglial identification: CD45 (x-axis) vs. CD11b (y-axis) dual-parameter plot gated on R3. CD11b<sup>+</sup>/CD45<sup>int</sup> microglia (R5: 6.69% of R3) were sorted (upper right circle).

(F) Propidium iodide (PI) staining (5 µg/mL, 15 min) confirmed 95.81% viability (PI-negative cells).

Gating hierarchy: R1 → R2 → R3 → R4 → R5.

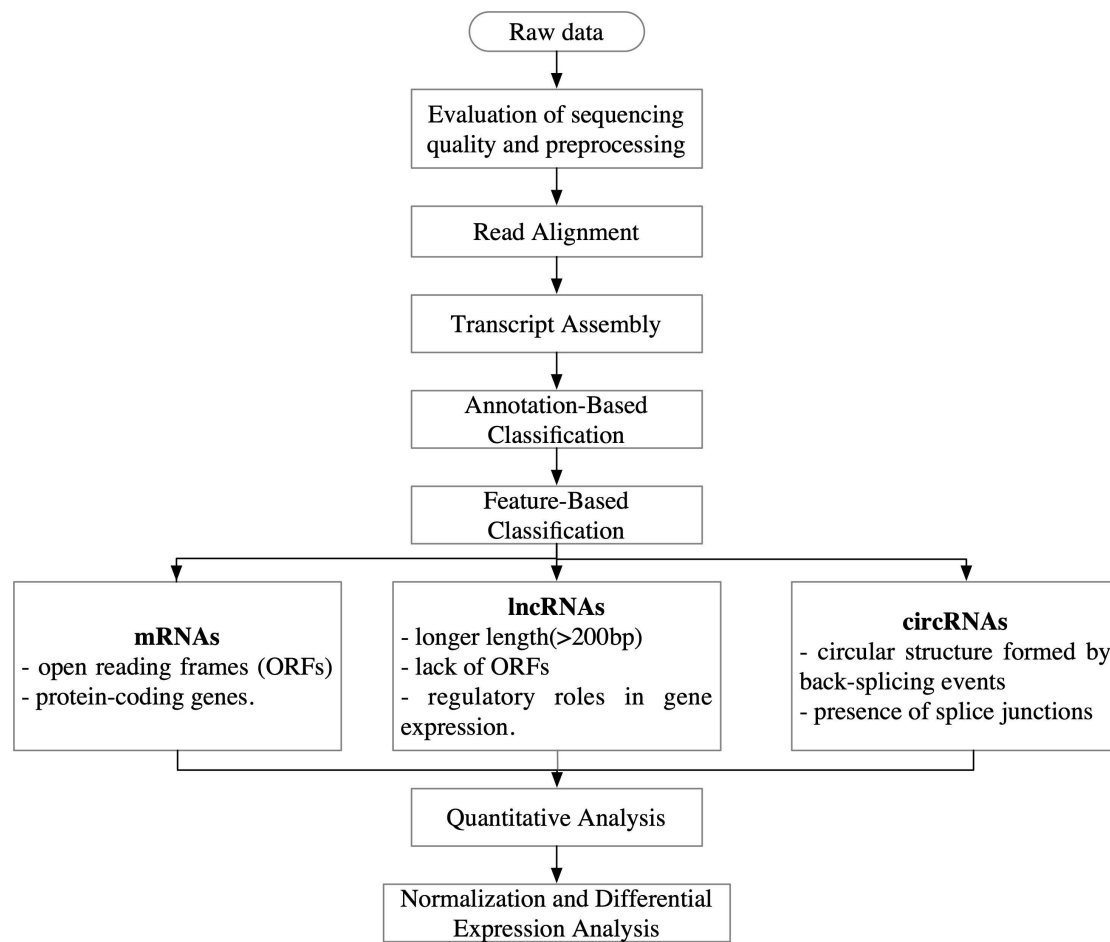

**Figure S2. Flowchart of the RNA sequencing analysis and classification of the mRNAs, lncRNAs, and circRNAs in self-generated RNA-seq dataset (EAE mice brain-GSE253318).**

**Read alignment:** The initial sequencing data were processed by alignment with a reference genome or transcriptome with HISAT2, which facilitates mapping the reads to their respective genomic positions.

**Transcript assembly:** Following alignment, the transcript assembly software StringTie was used to construct transcript models with the aligned reads and detect and quantify RNA molecules.

**Annotation-based classification:** The transcripts were compiled and annotated using RefSeq databases, which include data pertaining to annotated mRNA, lncRNA, and circRNA sequences. Transcripts that overlapped with the annotated mRNA, lncRNA or circRNA regions were categorized as mRNAs, lncRNAs or circRNAs, respectively.

**Feature-based classification:** The transcripts were also classified according to their structural features.

**Quantitative analysis:** After classification, the abundance of each RNA type (mRNA, lncRNA, or circRNA) was quantified by counting the number of reads mapped to each transcript using HTSeq.

**Normalization and differential expression analysis:** The FPKM normalization method was used to compare expression levels between different RNA types or between samples. Differential expression analysis was then performed.

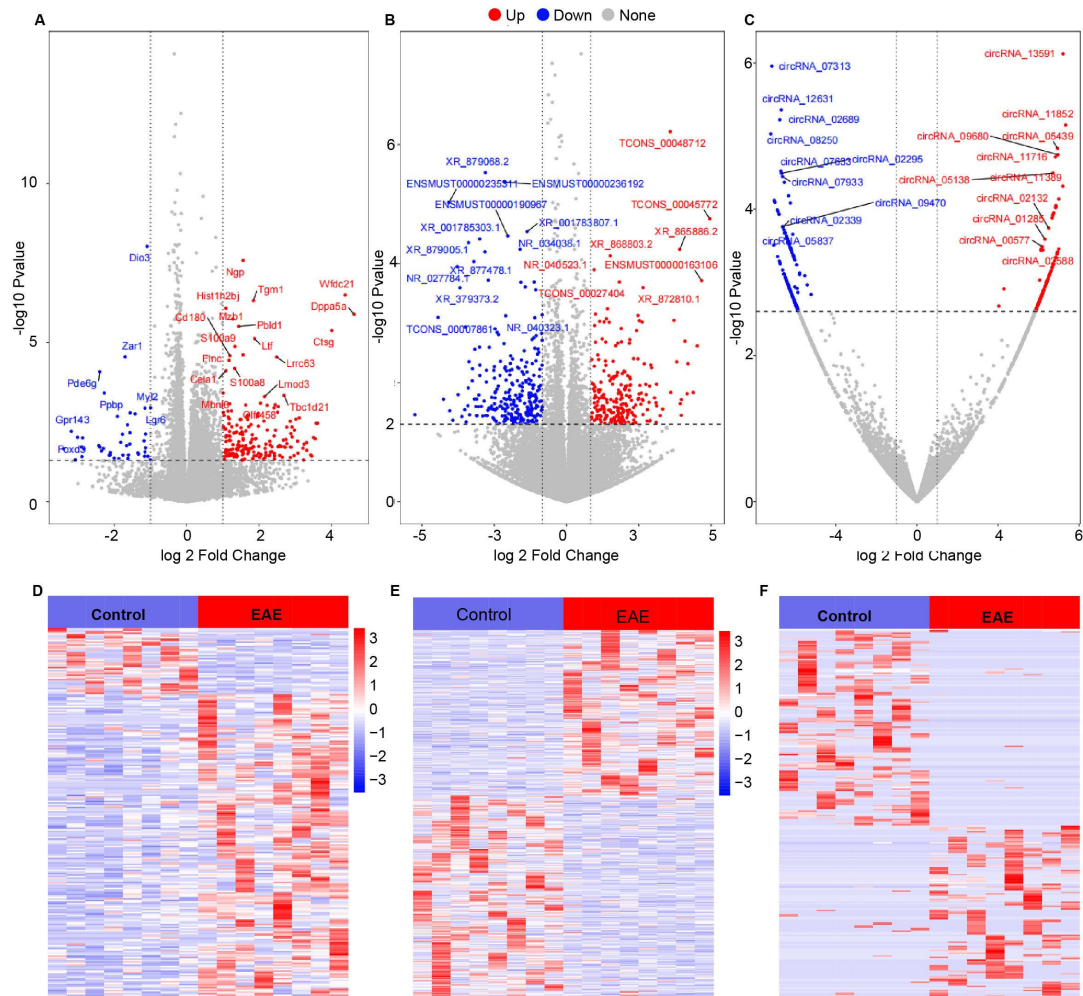

**Figure S3. Differential expression analysis of the self-generated RNA-seq dataset (EAE mice brain-GSE253318).**

Volcano plots and heatmaps of the differentially expressed RNAs between the EAE samples and controls. (A, D) mRNAs, (B, E) lncRNAs, and (C, F) circRNAs. Red represents high expression, and blue represents low expression. The heatmaps show the relative expression values.

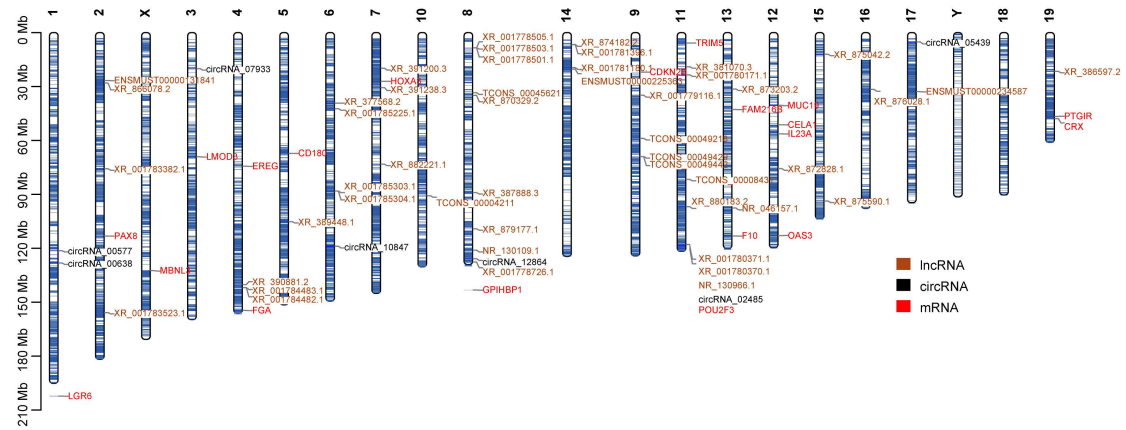

**Figure S4. Chromosomal locations of differentially expressed mRNAs, lncRNAs and circRNAs in the ceRNA network of self-generated RNA-seq dataset (EAE mice brain-GSE253318).**

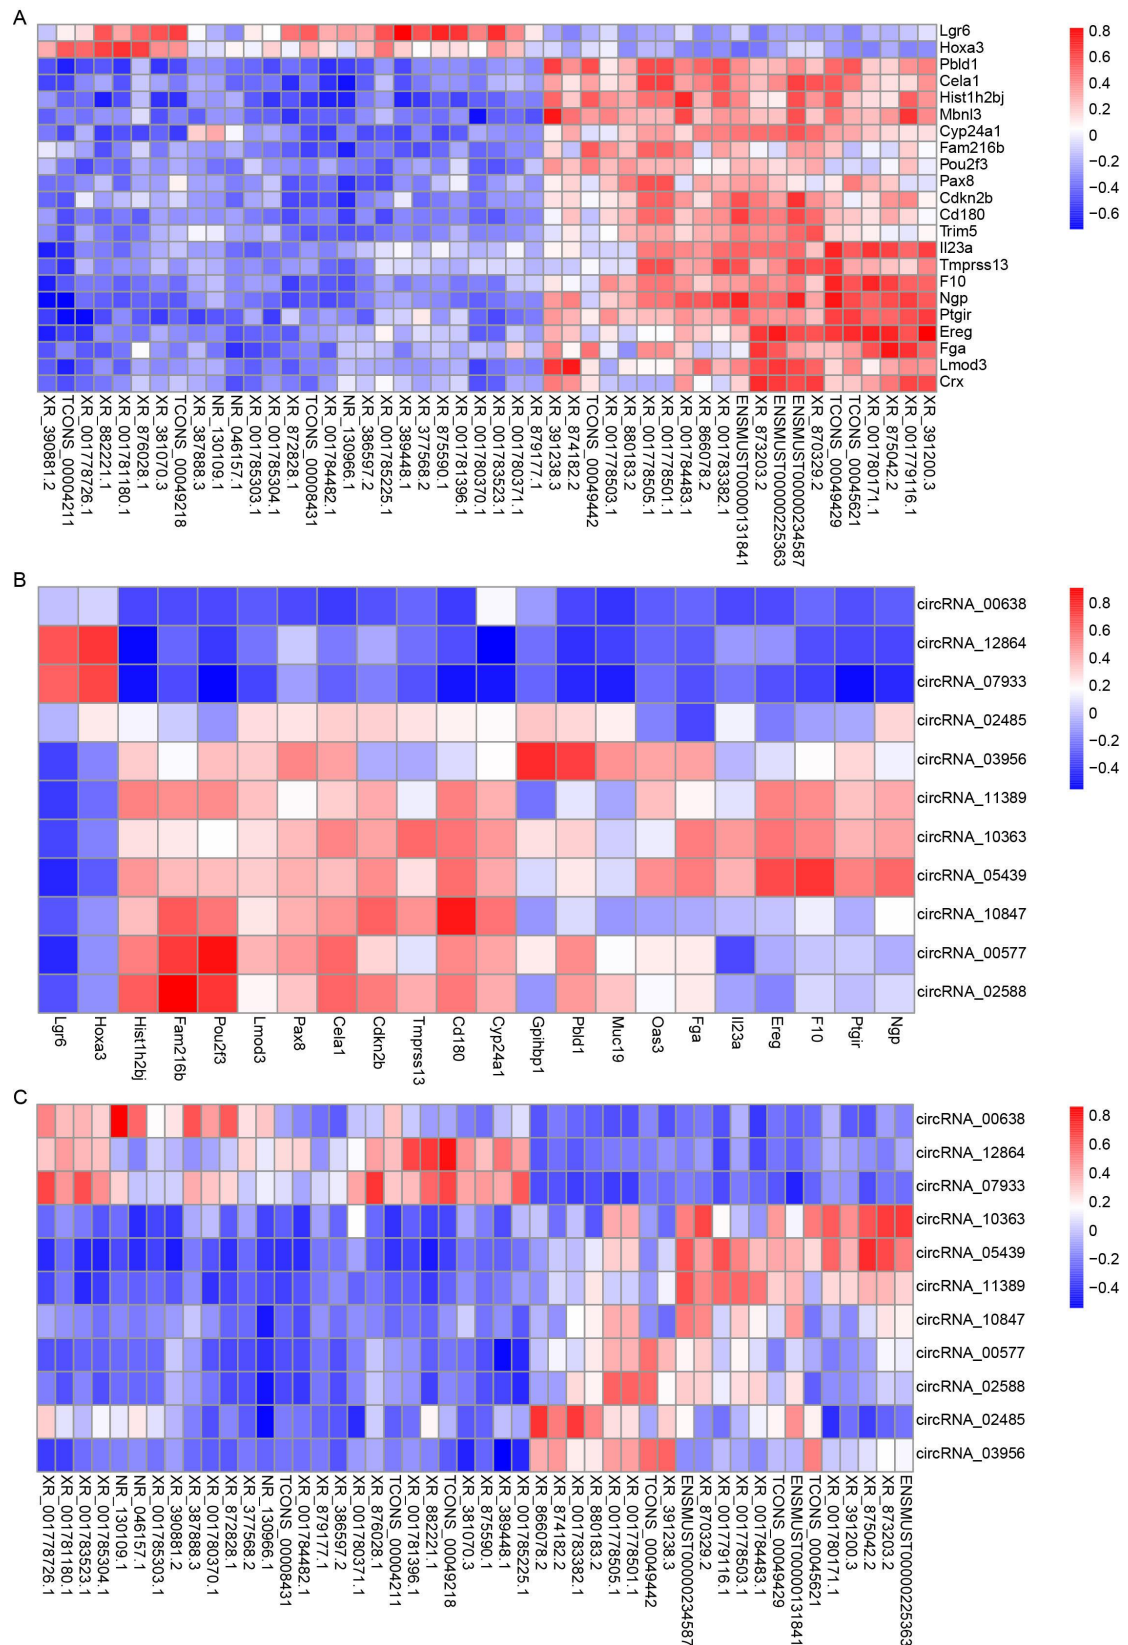

**Figure S5. Correlation analysis of the hub genes in the ceRNA network of self-generated RNA-seq dataset (EAE mice brain-GSE253318).**

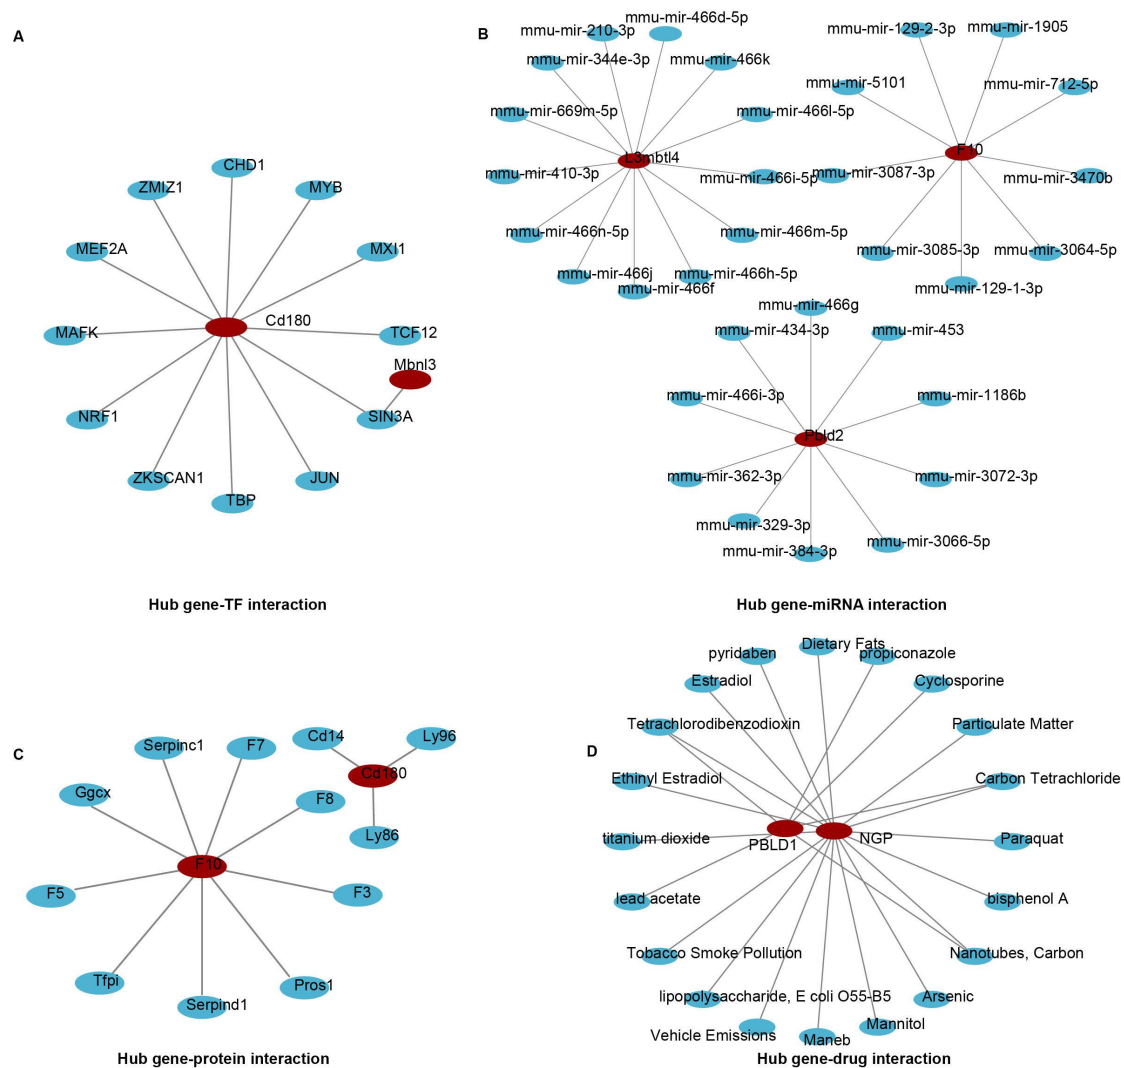

**Figure S7. Network analysis of the six signature genes in self-generated RNA-seq dataset (EAE mice brain-GSE253318).**

Predicted interaction network analysis of the (A) DEMRNAs and TFs, (B) DEMRNAs and miRNAs, (C) DEMRNAs and RBPs, and (D) DEMRNAs and small-molecule drugs.

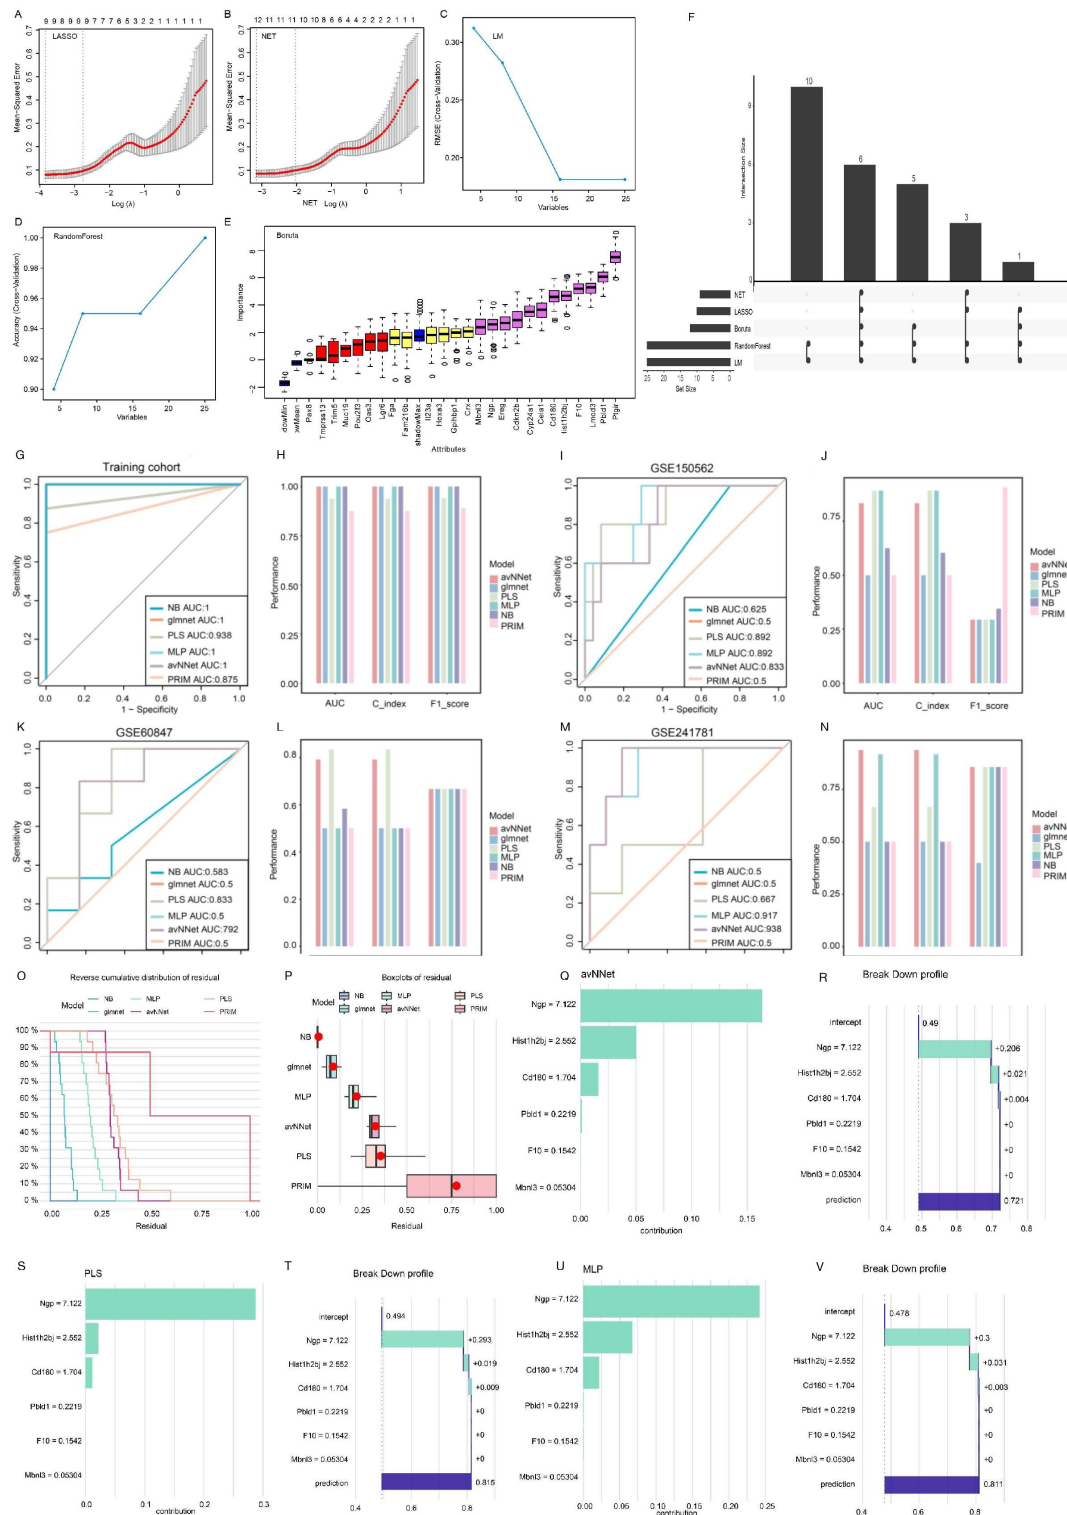

**Figure S8. Integrated machine learning workflow for EAE microglial signature discovery: Feature selection, model validation, and interpretability.**

(A-F) Feature selection using five ML algorithms for self-generated RNA-seq dataset (EAE mice brain-GSE253318): (A) LASSO coefficient trajectories for feature selection; (B) Elastic net regularization path highlighting key biomarkers; (C) Linear

regression coefficients of prioritized genes; (D) RF importance scores of differentially expressed mRNAs (DEmRNAs); (E) Boruta algorithm output showing 12 significant DEmRNAs (purple bars,  $p < 0.05$ ) and their importance scores (Y-axis); (F) Consensus biomarkers identified across all five algorithms.

(G-N) Model validation across training and external cohorts: (G, H) ROC curves, AUCs, C-indexes, and F1 scores for six ML models (NB, MLP, avNNet, PLS, PRIM) in the self-generated RNA-seq dataset (EAE mice brain-GSE253318). (I, J) Validation on the EAE mice spinal cord-GSE150562 dataset; (K, L) Validation on the EAE mice spinal cord-GSE60847 dataset; (M, N) Validation on the EAE & cuprizone mice brain-GSE241781 dataset. Overlapping ROC curves indicate comparable performance between models.

(O-V) Model interpretability and error analysis: (O) Inverse cumulative residual distribution curves assessing prediction errors across models; (P) Box plots of residual distributions (median  $\pm$  IQR); (Q, R) SHAP values (Q) and directional contributions (R) of six DEmRNAs in the avNNet model; (S, T) SHAP values (S) and contributions (T) in the PLS model; (U, V) SHAP values (U) and contributions (V) in the MLP model.

ROC, receiver operating characteristic; AUC, area under the curve; SHAP, SHapley Additive exPlanations; LASSO, least absolute shrinkage and selection operator; RF, random forest; NB, naive Bayes; MLP, multilayer perceptron; avNNet, model-averaged neural network; PLS, partial least squares; PRIM, patient rule induction method; SHAP: SHapley Additive exPlanations.

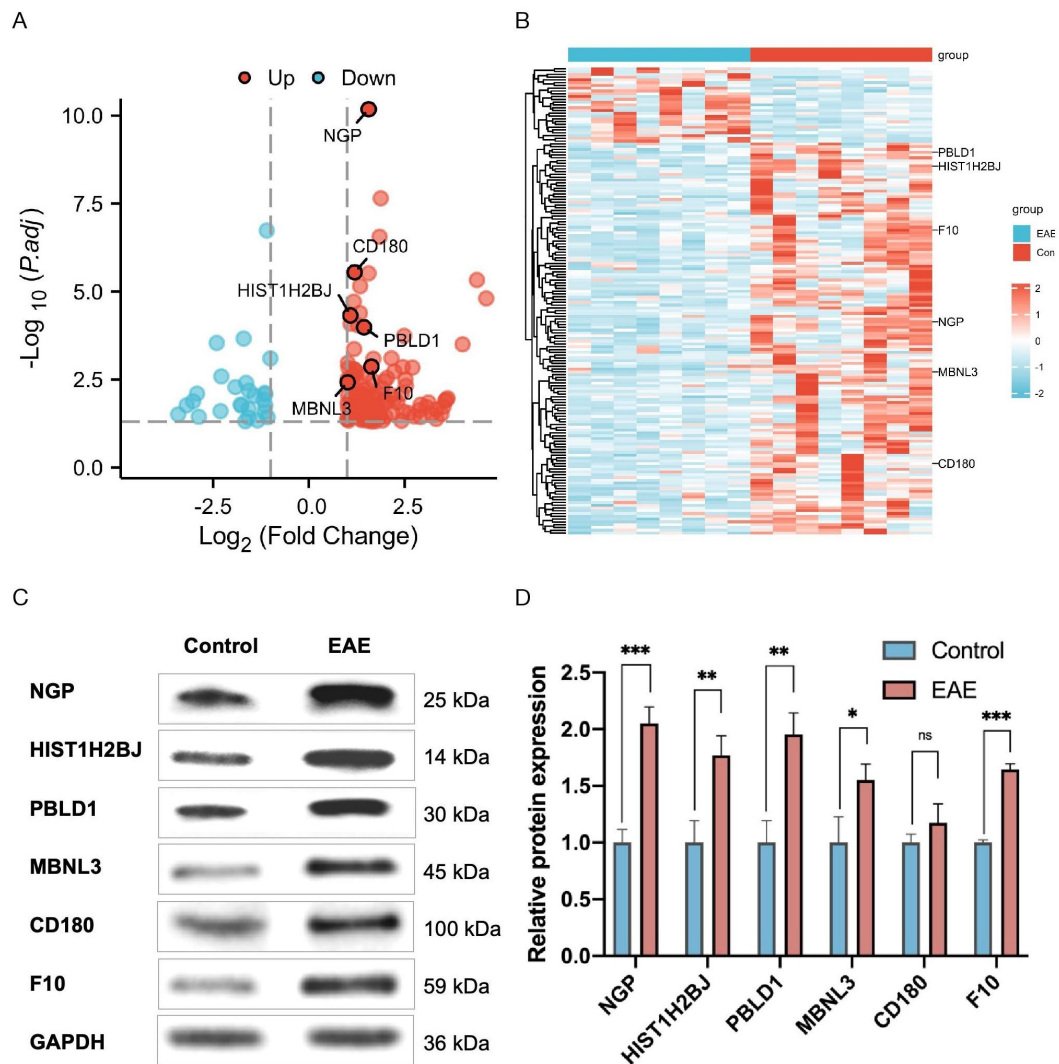

**Figure S9. Validation of key gene and protein expression in EAE microglia.**

(A) Volcano plot of differentially expressed genes (DEGs) in EAE microglia versus controls. Red dots denote significantly upregulated genes ( $p < 0.05$ ); blue dots indicate downregulated genes. (B) Hierarchical clustering heatmap of six candidate genes. Color scale reflects z-score-normalized expression (red: high; blue: low). (C) Western blot analysis of protein levels for NGP, HIST1H2BJ, PBLD1, MBNL3, CD180, and F10, with GAPDH as a loading control. Molecular weight markers (kDa) are shown. (D) Densitometric quantification of Western blot bands normalized to GAPDH (mean  $\pm$  SEM, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  vs. control; two-way ANOVA with Tukey's post hoc test).

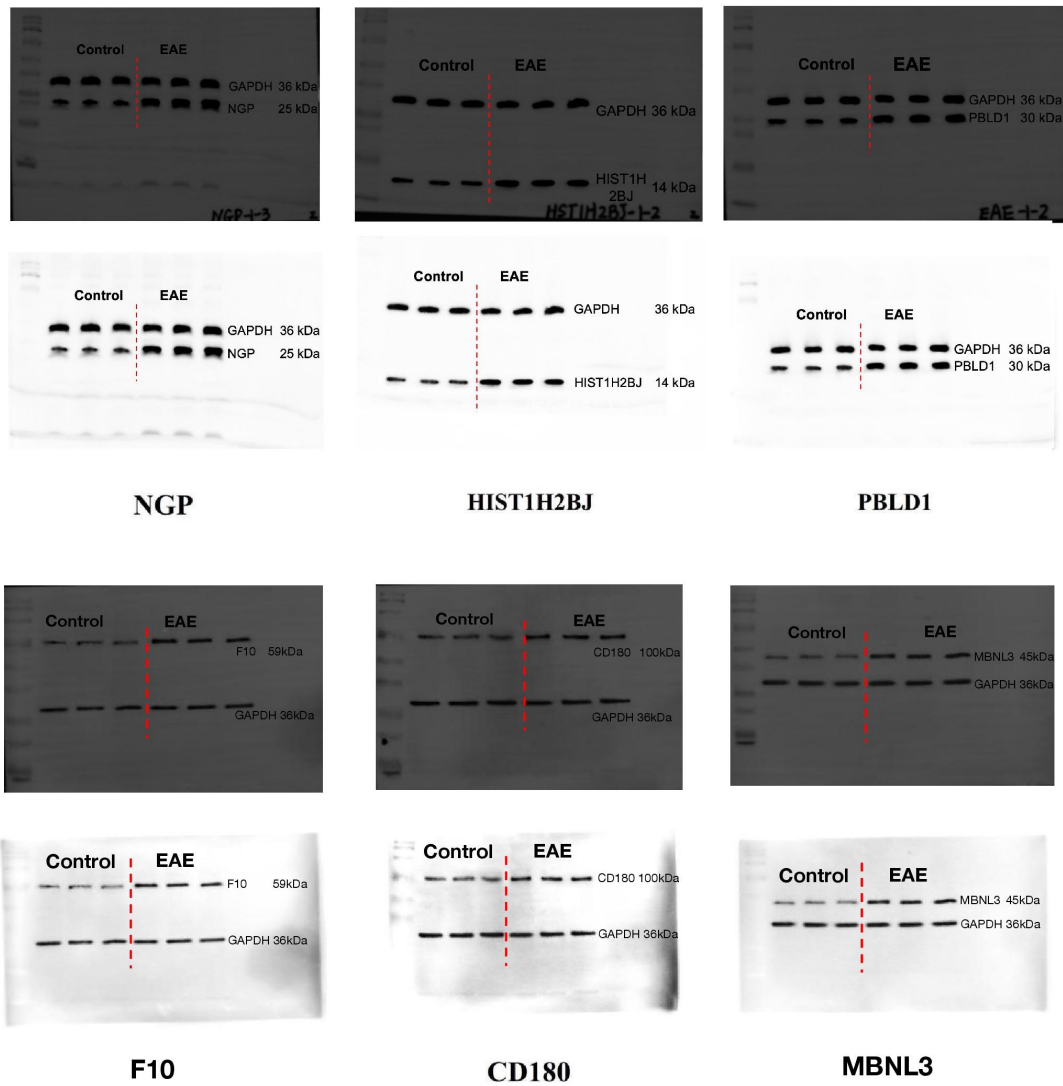

**Figure S10.** Original Western blot membranes of NGP, HIST1H2BJ, MBNL3, CD180, and F10 in EAE (Experimental Autoimmune Encephalomyelitis) and control microglia, with GAPDH as the loading control. Molecular weight markers (kDa) are indicated on the right.

How the deposited data were processed for this re-analysis (not part of the article)

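RNA-seq was performed on microglia sorted from 8 EAE mice and 8 PBS-treated mice, with 1 library per mouse. The authors removed ribosomal RNA, sequenced the stranded libraries as paired ends on a NovaSeq instrument, filtered the reads, aligned them to GRCm38 with HISAT2, assembled transcripts with StringTie and counted reads with HTSeq. Their files hold raw counts and FPKM values for 21878 mRNAs by gene symbol, of which 2207 had 0 counts in every library. All count values are whole numbers. For the 7749 mRNAs with over 500 counts in every library, the count divided by the library total and the FPKM was constant over the 16 libraries, with a largest relative spread of 1.15e-09, so the FPKM values as deposited were made by the authors from the same counts, divided by library total and gene length. The counts on mRNAs came to 24587443–34184576 per library. The 10 largest mRNAs held at most 3.92% of the counts of a library. Groups were taken from the sample labels. A column was used for each of the 16 libraries, and 0 columns of values per sample were left unused. The lncRNA and circRNA results, qPCR, Western blots, docking and external datasets were not analysed here.

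Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood fit without robust estimation, condition as the only term), for mRNAs with a total of at least 16 counts over the 16 libraries. DEmRNAs had a Benjamini-Hochberg adjusted p under 0.05 and a |log2FC| over 1, with two-sided tests. On simulated counts with the same design and 200 of 17766 genes changed by a log2FC of 1.5, the test recovered 95.0% of the changed genes, 5.47% of its calls were on unchanged genes and the median fitted log2FC was 1.50. With no gene changed, it made 0 calls. Changed genes were drawn only from those above a minimum mean count, and calls in the simulation used the adjusted p alone. The simulated counts were independent between genes and held no deviations shared by libraries. They therefore do not give the recovery or the error rate for DEmRNAs in the real libraries. Single genes were also tested on FPKM with exact permutation tests over the 12870 divisions of 8 against 8. A gene's 3 counts at a count of 0 correspond to a confidence of 95%, and such limits cover counting error only.

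The alternatives were DESeq2's size factors in edgeR, DESeq2 1.42.0, edgeR's exact test, no filter on low counts, the default filter of edgeR's filterByExpr, a replicate block, limma 3.58.1 on log2 FPKM with pseudocounts of 1 and 0.1 and with a minimum mean FPKM of 0.1, unadjusted p-values, and leaving out each library in turn. The tests, these alternatives, the gene lists and the rule for naming genes were set before the data were examined. Added after the data were seen were DESeq2 with unadjusted p-values, DESeq2 without independent filtering, and 4 ways to handle the 3 most alike libraries of each group. Genes named are those the paper names in its text, in Figure 3 or in Supplementary Tables S10 and S11, the 5 DEmRNAs with the smallest p in each direction and the members of the gene lists.

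Marker genes of microglia, neurons, astrocytes, oligodendrocytes, endothelium, neutrophils, T cells, B cells, red blood cells, choroid plexus, MHC class II and interferon responses, and damage-associated microglia were tested as 12 lists with camera (preset correlation of 0.01) and fry from limma. Genes of the Y chromosome were read as a further list. Feature selection used glmnet 4.1.10 (gaussian, lambda.min, 5 folds, 10 seeds, alpha 0.5 for the elastic net), randomForest 4.7.1.2 (1000 trees) and a comparison with shuffled copies of the mRNAs in 100 rounds of 300 trees. Naive Bayes came from e1071 1.7.16. Where genes were chosen again, in a training fold or for a division of the libraries, the paper's selection methods were not repeated. The genes were the 6 with the smallest edgeR p among the tested mRNAs with a |log2FC| over 1. Results across all genes were also computed for 100 divisions of the libraries into 8 and 8, the real one included. Gene positions came from the GRCm38.p6 annotation, in which 21332 of the 21878 mRNAs were found. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. The copies of Supplementary Tables S5, S10 and S11 used here may not be complete, as those of S5 and S10 hold fewer entries than the text gives, so no enrichment or overlap with them was tested. SHAP values, residuals and correlations with lncRNAs and circRNAs were not recomputed.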

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

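Planned in advance were the camera and fry tests of the marker lists and the edgeR test, with and without single libraries. All other tests in this part were chosen after the results were seen. Among 64 groups of 8 libraries, 6 held a library far from the other 7 by Dixon's criterion, against 3.2 that chance gives, so single cases carry little weight.

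The mean FPKM of 5 red blood cell genes was 176.99 in EAE 5, against 69.9 in the next EAE library. Of the 5 genes, 4 were highest in EAE 5 among the EAE libraries, with Hbb-bs at 573 FPKM. This is consistent with more red blood cell RNA in EAE 5. The list was not called between the groups (camera adjusted p = 0.577), and no biological explanation was tested, because the design names no difference between EAE 5 and the other EAE mice.

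The mean FPKM of 5 choroid plexus genes was 26.7 in EAE 4, against 20.8 in the next EAE library and 19.3–48.0 in the PBS libraries. Of the 5 genes, 4 were highest in EAE 4 among the EAE libraries, with Ttr as the most abundant. More choroid plexus RNA in EAE 4 than in the other EAE libraries is a candidate explanation. The list was lower in the EAE group (camera adjusted p = 0.0192), which fry did not call, and EAE 4 lies within the range of the PBS libraries. Its relation to the condition stays open.

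Of the calls with the smallest p, Dio3 in EAE 4 was far above the other EAE libraries, at 0.639 FPKM against 0.509 in the next. Its count of 31 lies at the upper end of the range of 13–31 that Poisson noise gives around the 21.6 counts expected from the other EAE libraries, so counting noise may account for it. Dppa5a was read in PBS 2 with 1 count (0.0473 FPKM) and in no other PBS library, and Wfdc21 was at 0.168 FPKM in PBS 3 from 2 counts, against 0.0668 in the next PBS library. Both counts are within the 3 that a count of 0 allows, so counting noise could give them.

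Ltf had 0 counts and 0 FPKM in PBS 4, against 0.252 FPKM in the next lowest PBS library. The other PBS libraries predict 28.0 counts at the depth of PBS 4, so counting noise does not account for it. PBS 4 also had the lowest FPKM of Ngp, at 0.809. Both genes are on the neutrophil list, whose mean FPKM was lowest in PBS 4, at 1.18. Without PBS 4, the adjusted p of Ltf stayed under 0.05 in the edgeR test. No biological explanation was tested, because the design names no difference between PBS 4 and the other PBS mice.

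Genes of the Y chromosome, which the paper does not discuss, were read in every library. The lowest FPKM over the 16 libraries was 10.5 for Ddx3y, 17.0 for Eif2s3y, 10.3 for Kdm5d and 7.21 for Uty, from at least 1342, 1301, 1766 and 1645 counts. The methods describe female mice. Reads of the X chromosome copies assigned to these genes would leave each at a small share of its X copy. The lowest ratio of a Y gene's FPKM to that of its X copy was 0.241, for Ddx3y, and 0.767 or more for the other 3 genes, which argues against such reads as the source. These values argue against RNA of female mice alone in any of the 16 libraries. Whether the mice themselves were male was not tested further, and Xist was not analysed here.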

How the results depend on the processing

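With DESeq2's size factors in edgeR or with no filter on low counts, the same 21 DEmRNAs were called. Across the planned settings, the 6 signature genes were higher in EAE wherever they were tested. With DESeq2's size factors, DESeq2, filterByExpr and the replicate block, the 4 alternatives planned for them, the network mRNAs called numbered 4–8 and the genes called of Supplementary Tables S10 and S11 7–11, within 1.5 times the values reported. Beyond those called in the edgeR test, the exact test called 5 further network mRNAs. It also called 12 further genes of these tables that are not network mRNAs. The fit without EAE 4 called 1 and 10, respectively. Over the 3 alternatives planned for each, the marker lists past adjusted p numbered 5–7 and the mRNAs kept by LASSO 8–12. In the permutation test of the chromosome spread, p was 0.944 for the DEmRNAs. The cause of the changes listed here was not tested, except where fewer libraries or genes entered a fit.

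Higher DEmRNAs numbered 44 with edgeR's exact test, and 3, 9 and 5 with limma on log2 FPKM with a pseudocount of 1, of 0.1, and of 1 with a minimum mean FPKM. Unadjusted p-values gave 164. Lower DEmRNAs numbered 8 with the exact test, 2 with DESeq2, 1 with filterByExpr, 0 with each limma setting and 38 with unadjusted p-values. At any fold change, 745 mRNAs passed with the exact test, 910 with DESeq2, and 213, 210 and 262 with limma in the same order. The exact test called all 21 DEmRNAs, DESeq2 15 of them and filterByExpr 14. Of the 6 signature genes, 4 were called in the edgeR test, all 6 with the exact test, and 1 with limma at a pseudocount of 1, with and without the minimum mean FPKM. In each of these limma fits, 4 of the genes had an adjusted p under 0.05. Without the minimum, the log2FC of Mbnl3, Pbld1 and F10 was 0.0435, 0.168 and 0.173. At FPKM values this far under the pseudocount, a log2FC of 1 could not be reached.

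Across the 16 fits that each left out 1 library, higher DEmRNAs ranged from 11 (without EAE 8) to 45 (without EAE 4), lower DEmRNAs from 1 (without EAE 2, PBS 3, PBS 5, PBS 7 or PBS 8) to 7 (without PBS 4 or PBS 6), and mRNAs at any fold change from 144 (without PBS 2; 145 without EAE 2) to 1317 (without EAE 4; 901 without EAE 5). The signature genes called ranged from 2 to 4, with 2 without EAE 1, EAE 2, EAE 8, PBS 2, PBS 5 or PBS 7. Without EAE 4, all 21 DEmRNAs were among the 49 called.

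The replicate numbers of the labels run from 1 to 8 in both groups. Deviations of libraries with the same number were correlated over 0.1 in 3 of 8 cases (0.56, 0.21 and 0.24) and negative in the other 5, so the numbers do not pair the mice. With the number as a replicate block, 15 mRNAs were higher, 1 was lower and 517 passed at any fold change; of the signature genes 3 were called, and the adjusted p of Pbld1 was 0.0597 in edgeR (range over the planned settings that kept all 16 libraries 0.00146–0.0597, and 0.0720 without PBS 2).

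With fry, 5 marker lists passed without the block and 3 with it, the latter chosen after seeing the data. The 3 were neurons (adjusted p = 0.0278), neutrophils (0.000742) and MHC class II and interferon genes (0.0278), while T cells (0.0831) and B cells (0.0801) were no longer called.

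Chosen after seeing the data, DESeq2 without independent filtering gave 30 higher, 4 lower and 872 mRNAs at any fold change. With unadjusted p-values DESeq2 gave 143 higher and 28 lower. With the counts of the 3 most alike libraries of each group summed, 0 were higher, 0 lower and 3 passed at any fold change, and 0 signature genes were called, though all 6 had an unadjusted p under 0.05. A term for the alike libraries gave 34 higher and 768 at any fold change. Those 6 libraries alone gave 104 higher, 73 lower and 4147 at any fold change, with 2 signature genes called. The other 10 gave 5, 1 and 13, with 0 signature genes called and 4 at an unadjusted p under 0.05. These last 2 fits also hold fewer libraries.

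The AUC of naive Bayes with the 6 genes fixed was 1, and 0.998 on log2 FPKM. It was 0.881 with 6 mRNAs chosen again by smallest edgeR p in each training fold. Of 172 values of single genes under other settings, 141 kept their direction and their side of the threshold, 26 were no longer past it, 5 came past it and 0 reversed. Depth limits Wfdc21, Dppa5a and Ctsg, whose folds are lower bounds, and Hoxa3, Tmprss13, Gpihbp1, Il12b and Elane, for which no fold can be given.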

Differences from the paper's values

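The paper reports 141 higher DEmRNAs, against 17 here, and 27 lower DEmRNAs, against 4 here. Of the 26 alternatives set before the data were examined, the unadjusted p under 0.05 in the edgeR test, with 164 higher and 38 lower mRNAs, is the setting under which both values are within 1.5 times the paper's. The other 25 gave 3–45 higher and 0–8 lower mRNAs and did not close the gap. DESeq2 with an unadjusted p under 0.05, chosen after seeing the values, gave 143 higher and 28 lower mRNAs. The copy of Supplementary Table S5 used here has columns under the names that DESeq2 gives its results and lists 31 higher and 4 lower mRNAs, fewer than the text gives.

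The log2FC values that the paper gives for the 6 signature genes differ by less than 1 SE from those of the edgeR test. With DESeq2, an alternative set before the data were examined, they were 1.56 for Ngp, 1.08 for Hist1h2bj, 1.44 for Pbld1, 1.01 for Mbnl3, 1.20 for Cd180 and 1.63 for F10, each equal to the paper's to 2 decimals.

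The paper presents the network mRNAs of Figure 3 and the genes of Supplementary Tables S10 and S11 as DEmRNAs. In the edgeR test, 6 of the 25 network mRNAs and 9 of the 71 genes in those tables were called. Mbnl3 and F10, which the paper counts as significant, had adjusted p-values of 0.103 and 0.106. Both were called with edgeR's exact test (adjusted p = 0.0301 and 0.0244). F10 was also called with DESeq2 without independent filtering (adjusted p = 0.0331) and within the 3 most alike libraries of each group (edgeR adjusted p = 0.0156), both chosen after seeing the data. Over the alternatives set before the data were examined that kept all 16 libraries, the adjusted p ranged from 0.0301 to 0.184 for Mbnl3 and from 0.0244 to 0.108 for F10. With single libraries left out, it reached 0.203 for Mbnl3 without EAE 6 and 0.191 for F10 without EAE 7.

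Further network mRNAs were called under other settings. Fam216b was called with DESeq2, with edgeR's exact test and without PBS 4. Cdkn2b was called with DESeq2 and the exact test, Cyp24a1 without PBS 6, and Lmod3 with the exact test and without EAE 4. Among the settings chosen after seeing the data, DESeq2 without independent filtering called Fam216b, Cdkn2b and Lmod3, a term for the alike libraries called Lmod3 and Fga, and the alike libraries alone called Fga.

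Of the genes in Supplementary Tables S10 and S11 that are not network mRNAs, 19 that were not called here were called under another setting. Cdkn2b and Fga, network mRNAs that these tables also list, are given above and are left out of the counts that follow. The exact test called 12: Arg1, Clec4g, Il12b, Cd177, Il1a, Ppbp, Klrb1b, Ccl4, Ccl3, Gdf15, Tbc1d21 and Aqp1. DESeq2 called Arg1, Clec4g and Cd177. Without EAE 4, 10 were called, which were Arg1, Clec4g, Il12b, Cd177, Il1a, Cxcl10, Ccl4, Ccl3, Gdf15 and Tbc1d21. Without EAE 5, 6 were called, namely Arg1, Il1a, Cxcl10, Ccl12, Ccl4 and Ccl3. Tbc1d21 was called without EAE 1, Gdf15 without PBS 7, Aqp1 without PBS 1, PBS 4 or PBS 6, and Cxcl10 with the replicate block. Among the settings chosen after seeing the data, DESeq2 without independent filtering called 4 (Arg1, Clec4g, Cd177 and Tbc1d21). A term for the alike libraries called 10 (Arg1, Clec4g, Il12b, Il1a, Cxcl10, Ccl12, Mmp12, Ccl4, Ccl3 and Tbc1d21), and the alike libraries alone called 11 (Clec4g, Il12b, Cd177, Il1a, Tnf, Cd3e, Tnfsf9, Cxcl10, Ccl4, Prss56 and Aqp1).

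The paper describes the GO and KEGG terms as enriched among the DEmRNAs of the ceRNA network. Of the 71 genes listed for the terms in the copies used here, 9 are among the 25 network mRNAs of Figure 3. The paper shows Hoxa3 as lower in EAE in Figures 3D, E; it was lower here as well, without reaching the threshold (adjusted p = 0.205 in the edgeR test).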

Other observations

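The camera and fry tests of the marker lists and the edgeR test, with and without single libraries, were planned in advance. Also planned were the tests of the brain cell lists, of the neutrophil list and of the AUC. The divisions of the libraries for the number of DEmRNAs were planned as well. The other tests in this part were chosen after the results were seen.

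In all 16 libraries, the mean FPKM of 12 neuron genes (130–169), 8 astrocyte genes (146–223) and 7 oligodendrocyte genes (129–182) exceeded that of 17 microglia genes (13.1–22.9). The lowest ratio of such a list to the microglia list was 6.08, for neurons in EAE 5. The most abundant genes were Camk2a for neurons (496–671 FPKM), Slc1a2 for astrocytes (461–659) and Mbp for oligodendrocytes (464–736), against 46.7–82.5 FPKM for C1qb in microglia. None of the genes of these 3 lists is on another list or was picked by the study, and 1 of the 17 microglia genes, Trem2, is also on the list for damage-associated microglia. Brain tissue expresses all of them. This is consistent with RNA of other brain cells in the libraries of both groups. How much of a DEmRNA's signal comes from microglia cannot be read from these libraries.

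With camera, 7 of the 12 marker lists had an adjusted p under 0.05. Higher in EAE were microglia (3.19e-05, median log2FC 0.17), neutrophils (2.34e-12, 1.19) and MHC class II and interferon genes (1.76e-06, 0.52). With the genes at or under 3 counts in 1 group set at their bounds, or at 0 where the counts are too few for a bound, the medians were 0.96 for neutrophils, 0.47 for MHC class II and interferon genes and 0.03 for T cells. Lower were neurons (7.60e-07, −0.14), astrocytes (0.0118, −0.21), oligodendrocytes (0.0435, −0.13) and choroid plexus (0.0192, −0.18). T cells (0.0712, 0.38), B cells (0.0858, 0.35), endothelium (0.577, −0.10), red blood cells (0.577, −0.07) and damage-associated microglia (0.577, 0.17) were not called. Under fry, the calls of neurons (0.00213), neutrophils (0.00100) and MHC class II and interferon genes (0.00960) held, and T cells (0.0286) and B cells (0.0126) were called as well, though not in every setting of fry. Of the 100 splits of the 16 libraries, 4 gave as many lists with camera, the real one included. The median of the other splits was 3 lists, so camera calls some lists without a group difference, and single calls near the threshold carry little weight.

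The 17 neutrophil genes include 8 that the study picked from these libraries and none of another list. Their most abundant members were Lcn2 (9.87–45.6 FPKM), S100a8 (3.73–30.2) and S100a9 (2.59–22.0). Of the 9 genes the study did not pick, 8 were higher in EAE, with a median log2FC of 0.42 (0.35 with Elane set at 0), 2 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 in the edgeR test. As a set they were higher in EAE, with a p of 0.00421 in camera and of 0.0125 in fry, both from limma. Without PBS 4, the camera p was 0.0432. This is consistent with more neutrophil RNA in the EAE libraries. Expression of these genes by microglia themselves was not tested and stays open.

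For each of the 100 splits of the 16 libraries, 6 mRNAs were chosen again by smallest edgeR p at a |log2FC| over 1. In 96 of the splits they gave an AUC of 1 on the libraries used for the choice. An AUC of 1 scored on the training libraries is thus consistent with selection and scoring on the same 16 samples.

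Of the same 100 splits, 2 gave at least 21 DEmRNAs and 2 gave at least 433 mRNAs at any fold change, the real one included in each. The other split gave 40 DEmRNAs and 655 mRNAs at any fold change. It had EAE 1, 2, 3, 7 and 8 and PBS 5, 7 and 8 on one side, so that 5 of the 6 most alike libraries stood together. The remaining splits with 5 of these 6 libraries on one side gave at most 3 DEmRNAs and 16 mRNAs at any fold change. Their standing together therefore does not by itself account for the 40. The real split was the only 1 of the 100 with as many network mRNAs (6), genes of Supplementary Tables S10 and S11 (9) or signature genes (4) called. Because the study chose these genes on the real grouping, that count cannot tell a group difference from the choice.

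The PBS libraries were deeper in the median. With the counts of every library thinned to the smallest total, 17 mRNAs were called, 16 higher and 1 lower, of which 16 were among the 21 DEmRNAs, and 405 passed at any fold change. At full depth, 17 were higher and 4 lower. This argues against depth as the source of the higher calls. For the lower calls, of which 1 was left, depth stays open.

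EAE 6, EAE 7 and EAE 8 deviated from the EAE mean in the same direction as PBS 5, PBS 7 and PBS 8 from the PBS mean. The mean correlation across genes between these deviations was 0.20, and genes are not independent replicates. Only 1 of 3136 pairs of trios, or 0.0319%, was as related. This is consistent with a processing batch shared by these 6 libraries. The batch holds 3 libraries of each group, and within it 104 mRNAs were higher and 73 lower, against 5 and 1 within the other libraries. Whether the numbers of calls in the sets differ by more than chance was not tested.

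EAE 4 was nearer to a PBS library (PBS 4, 5.19 times the counting noise) than to any EAE library (EAE 3, 11.3 times). PBS 4 was likewise nearer to EAE 4 than to any PBS library (PBS 6, 9.18 times), while EAE 4 stood 9.84–18.8 times the counting noise from the other PBS libraries. Of the 49 mRNAs called without EAE 4, 67.3% were nearer to the PBS mean in EAE 4. In the same measure, 7.69–37.0% of the mRNAs called without another EAE library were nearer to the PBS mean in it, and 0–40.0% of those called without a PBS library were nearer to the EAE mean. A mislabelled EAE 4, a mouse with a weaker response and a factor shared by EAE 4 and PBS 4 alone cannot be told apart here, because no disease score per mouse was used and the share expected from the last 2 is not known. EAE 5 was also nearer to a PBS library (PBS 6, 10.9) than to an EAE library (EAE 1, 12.0).

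Itgam, a gene of the microglia list, had an adjusted p of 0.00180 in the edgeR test and a log2FC of 0.46, which is under the fold change threshold. The paper gives 7.122 as the SHAP value of Ngp in 3 models, and the FPKM of Ngp in EAE 1 was 7.12.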
